# The ubiquitin-like protein Hub1/UBL-5 functions in pre-mRNA splicing in *Caenorhabditis elegans*

**DOI:** 10.1002/1873-3468.14555

**Published:** 2022-12-19

**Authors:** Kiran Kumar Kolathur, Pallavi Sharma, Nagesh Y. Kadam, Navneet Shahi, Ane Nishitha, Kavita Babu, Shravan Kumar Mishra

**Keywords:** outron-containing transcripts, pre-mRNA splicing, spliceosome, *trans*-splicing and *C. elegans*

## Abstract

The ubiquitin-like protein Hub1/UBL-5 associates with proteins non-covalently. Hub1 promotes alternative splicing and splicing of precursor mRNAs with weak introns in yeast and mammalian cells; however, its splicing function has remained elusive in multicellular organisms. Here, we demonstrate the splicing function of Hub1/UBL-5 in the free-living nematode *Caenorhabditis elegans*. Hub1/UBL-5 binds to the HIND-containing splicing factors Snu66/SART-1 and PRP-38 and associates with other spliceosomal proteins. *C. elegans hub1/ubl-5* mutants die at the Larval 3 stage and show splicing defects for selected targets, similar to the mutants in yeast and mammalian cells. UBL-5 complemented growth and splicing defects in *Schizosaccharomyces pombe hub1* mutants, confirming its functional conservation. Thus, UBL-5 is important for *C. elegans* development and plays a conserved pre-mRNA splicing function.

The majority of eukaryotic genes are interrupted by non-coding introns that are precisely excised out to produce mature RNAs by a process known as RNA splicing. Pre-mRNA exons are either constitutively spliced, becoming part of a single mRNA, or are alternatively spliced, producing mRNA variants [1]. Both splicing processes are carried out by two transesterification reactions by a large ribonucleoprotein complex, the spliceosome [2]. In contrast to humans, where more than 90% of genes are alternatively spliced [3], in *Caenorhabditis elegans*, ~ 35% of genes undergo alternative splicing, but, strikingly, ~ 85% of the genes are *trans*-spliced. In this process, a 22 nucleotides (nt) splice leader (SL) RNA coded by distinct gene splices to the 5′ ends of transcripts coded by a different set of genes. Thus, a pre-mRNA undergoing *trans*-splicing contains a 3′ splice site (SS) but lacks a 5’ SS, which is provided by the SL RNA [SL RNAs resemble small nuclear RNAs (snRNAs)] [4–8]. The SL small nuclear ribonucleoprotein (snRNP) donates the 22-nt SL to the *trans*-splice site (3’ SS on the pre-mRNA) [9].

The *C. elegans* genome contains more than 1000 operons, and the resulting polycistronic RNA is cut into monocistronic units by 3′-end formation and *trans*-splicing. SL1 and SL2 *trans*-splicing occur in different genes. Non-operon genes and the first gene in an operon are *trans*-spliced to SL1. However, SL2 *trans*-splicing is mainly used for splicing polycistronic pre-mRNA [10].

The ubiquitin-like protein Hub1 (also referred to as UBL-5 in *C. elegans*) is a conserved member of the UBL family in eukaryotes reported to function in pre-mRNA splicing [11–17]. In the budding yeast, *Saccharomyces cerevisiae*, Hub1 binds directly, but non-covalently, to Hub1 interaction domain (HIND) of the splicing factor Snu66, a component of the U4/U6.U5 tri-small nuclear ribonucleoprotein (tri-snRNP), and promotes excision of introns with weak 5’SS [13,15,16]. It also interacts with the DEAD-box helicase Prp5, a regulator of pre-spliceosome assembly, and activates its ATPase activity, thereby enhancing overall splicing efficiency. Interestingly, Hub1-mediated splicing through the non-canonical 5’SS in *SRC1* and *PRP5* transcripts also promotes their alternative splicing [15,16,18,19]. Consequently, elevated levels of Hub1 affect spliceosomes’ fidelity and causes aberrant splicing by tolerating suboptimal SSs and branch-point sequence (BPS) [18]. Stress-induced upregulation of Hub1 in *S. cerevisiae* promotes splicing of introns with non-canonical SSs to improve stress tolerance [20].

While Hub1’s splicing function has been well studied in yeast and cultured human cells, a similar role has not been reported in multicellular animals, including the nematode *Caenorhabditis elegans*. In this organism, UBL-5 has been reported to function in mitochondrial unfolded protein response (UPRmt) by associating with the transcription factor DVE-1 for inducing the expression of the mitochondrial chaperones HSP-60 and HSP-6. However, pre-mRNA splicing defects could not be observed in *ubl-5* mutant worms [21,22]. Notably, both UBL-5 and homologues of the HIND-containing splicing factors Snu66 and Prp38 are present in *C. elegans*. Thus, UBL-5 might play a role in RNA splicing. It has been independently suggested that UBL-5’s role in UPRmt could be an outcome of its pre-mRNA splicing function [23].

In this study, we have investigated the potential role of *C. elegans* UBL-5 in pre-mRNA splicing. The *ubl-5* mutant animals did not grow beyond the Larval 3 stage, indicating a crucial role of UBL-5 in the animal’s development. By making a splicing-sensitive microarray of a subset of genes and hybridizing total RNA isolated from L3-stage mutant worms, we found an accumulation of intron-containing transcripts, outron-containing transcripts and intercistronic regions in *ubl-5* mutant worms. The data presented here suggest that UBL-5 plays a role in *cis*- and *trans*-RNA splicing.

## Methods summary

Yeast strains described in this study are listed in Tables S3 and S4.

Protocols used for protein purification, protein–protein interaction, *Schizosaccharomyces pombe* complementation, splicing assays, *C. elegans* strain maintenance and rescue experiments are described in the Data S1 section.

## Results

### *C. elegans* UBL-5 binds to HIND-containing spliceosomal proteins

Hub1 binds to HIND-containing pre-mRNA splicing factor Snu66 to promote alternative splicing in yeast and human cell lines [14,16]. We observed two putative HIND elements in *C. elegans* proteins; at the N terminus of Snu66/SART-1 and the C terminus of PRP-38 (Fig. S1). To verify whether *C. elegans* UBL-5 binds to the putative elements in these proteins, we carried out yeast two-hybrid assays. Yeast cells transformed with *C. elegans* UBL-5 and SART-1 (HIND) constructs were selected, and transformants were grown on plates lacking histidine. The growth on these plates is indicative of the interaction (Fig. 1A). The importance of the salt bridge between Asp22 on UBL-5 and Arg62 on SART-1 for the interaction was confirmed by altering the residues, which abolished the interaction (Fig. 1A). Thus, we infer that the binding of *C. elegans* UBL-5 to SART-1 is also mediated through a salt bridge, showing a conserved mode of interaction between these proteins in *C. elegans*. However, yeast cells transformed with *C. elegans* UBL-5 and PRP-38 (HIND) constructs, lacked growth on plates lacking histidine (data not shown). The absence of two-hybrid interaction between UBL-5 and PRP-38 may be attributed to one or more of the following reasons; PRP-38 (HIND) harbours a weaker UBL-5-binding motif when compared to SART-1 (HIND), possible transient interaction between PRP-38 and UBL-5, technical limitations of the assay.

To understand UBL-5-HIND interaction further, we performed GST pulldown assays. The recombinant fusion protein of SART-1 (HIND) with GST was able to pulldown UBL-5, which confirmed a direct interaction between them (Fig. 1B). To verify whether *C. elegans* UBL-5 binds to the putative HIND elements of PRP-38, we carried out the GST pulldown assay using bacterial lysates containing soluble proteins. We were unsuccessful in purifying full-length recombinant GST-PRP-38 (HIND)-containing protein and thus used crude bacterial lysate. GST-PRP-38 (HIND)-containing protein lysate was able to pulldown UBL-5 (Fig. 1C). The interaction was verified further by immunoblotting with a UBL-5-specific antibody (Fig. 1C). Thus, *C. elegans* UBL-5 interacts with the HIND-containing splicing factors SART-1 and PRP-38, suggesting a potential role of UBL-5 in pre-mRNA splicing.

To test if UBL-5 interacted with the spliceosome or splicing factors in *C. elegans*, worms expressing 3xFlag–UBL-5 constructs were immunoprecipitated using anti-FLAG beads. The UBL-5 co-immunoprecipitated complex was eluted and analysed by mass spectrometry. We report the identification of different splicing factors enriched in UBL-5-purified complexes (Fig. 1D and Table S1). Certain splicing factors co-purified with UBL-5 suggest its association with spliceosomal factors *in vivo* in *C. elegans*. We also detected additional proteins related to other biological processes co-purifying with UBL-5 (Table S2). However, the splicing factors co-purifying with UBL-5 represent the spliceosome only partially, either because of weak/transient associations or technical challenges associated with spliceosome purification from the worms. Nonetheless, both *in vitro* and *in vivo* evidence indicate that *C. elegans* UBL-5 associates with components of the spliceosome.

### UBL-5 is essential for the development of *C. elegans*

UBL-5 is essential for the viability of *C. elegans*. As *ubl-5* mutant worms did not survive after the Larval stage 3 (L3), the mutants were generated by using UV as a mutagen, giving rise to a chromosomal deletion in the *ubl-5* that was balanced using a GFP-marked translocation. Hence, heterozygous worms show pharyngeal GFP signals, while homozygous mutant worms showed early larval arrest [24]. This phenotype suggested that UBL-5 activity is crucial at the L3 stage of worm development. We next carried out an expression profile of the *ubl-5* gene in a larval stage-specific manner in WT animals by quantitative RT-PCR. The expression of *ubl-5* varied in a stage-specific manner; the transcript levels were higher at the L3 stage of development (Fig. 2A). These data indicate that the expression/activity of *ubl-5* at the L3 stage may be required for the normal development of worms. Furthermore, to confirm that the lethality of the mutant worms is due to the absence of *ubl-5*, we expressed a *ubl-5* genomic DNA clone in *ubl-5* mutant worms. The lethality was rescued (Fig. 2B). These results suggested that UBL-5 is essential for *C. elegans* development.

### *C. elegans ubl-5* mutants show defects in *cis*- and *trans*-splicing

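Homozygous *ubl-5* mutant worms and wild-type (WT) worms were harvested at larval stage L3, and their total RNA was labelled with Cy3 and hybridized to a custom Agilent array, 1 sample to an array. The samples comprised 5 mutant arrays and 3 WT arrays, while the study's methods give 3 replicates of each kind and the text does not name which mutant arrays were used. The mutant arrays carry the numbers 1 to 4, and number 3 has 2 arrays, which were averaged and counted as 1 sample, so that 4 mutant samples were compared with 3 WT samples. Nothing says that these samples came from separate cultures, and p-values therefore measure only the spread between these samples, which may be technical. The array holds no probe of *ubl-5* itself, so the deleted gene cannot serve as a check of the labels. The authors' scanner files hold a processed signal per spot, already corrected for background by Agilent Feature Extraction. From there, the log2 signal was taken, the 75th percentile of each array was subtracted as in the study, spots of a probe were averaged, and probes well above background on at least 3 of the 8 arrays were kept. The 14323 probes left were compared with limma, and p-values were adjusted by the Benjamini-Hochberg method over all of them. The 75th percentile of the processed signal was between 108.7 and 133.3 on the mutant arrays and between 245.4 and 290.3 on the WT arrays, so the shift scales the mutant arrays up more. The spike-in controls went the other way, with a median signal between 6605 and 8841 on the mutant arrays and between 2118 and 2807 on the WT arrays. No scaling to the spike-ins was run, and it would lower all mutant values against WT. All scalings used here rest on the bulk of the probes. Rises and falls are therefore relative to the other probes of the array and do not give absolute amounts of RNA. Row 1 of the slide holds 4 mutant arrays and no WT array, and row 2 holds mutant 4 and the 3 WT arrays, so values with the row as a block, and within row 2 alone, are given beside the results. With the row as a block, the WT comparison rests on mutant 4. That fit took the 2 arrays of mutant 3 as separate samples, so its counts are less cautious. The number of arrays limits the precision of all values.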

To understand the role of UBL-5 in RNA splicing, we designed a splicing-sensitive microarray for a subset of *C. elegans* genes. The array was rich in neuronal genes that undergo alternative splicing or SL1/SL2-mediated *trans*-splicing. It contained probes specific for introns, exon–exon junction and mRNA-specific splice variants (as a measure of alternative splicing) for a subset of genes to monitor *cis*-splicing events (Fig. 3A,B). In addition, various oligonucleotide probes were also included for measuring *trans*-splicing: outronic probes detected pre-mRNA and *trans*-spliced junction probes (SL1) detected mature SL1-mRNA. 

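Neuronal genes were well covered among the gene lists fixed before the data were examined. Of 50 listed genes of the synapse and of neurotransmission, 33 could be measured with exon-exon ligated probes, and 22 neuropeptide genes of the flp, nlp and ins families could be measured as well. Body-wall and pharyngeal muscle was represented by 15 of 30 listed genes, the spliceosome and its splicing factors by 14 of 69, the germline and oocytes by 11 of 48, and the intestine by 3 of 20. The array also carried 1153 SL1 junction probes and 158 SL2 junction probes, after spots with the same probe were joined.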

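By their names, 12727 probes of 3473 genes were exon-exon ligated (EL) probes and 571 probes of 309 genes were splice variant (SV) probes. The EL probes were well above background in 79.5% of cases on the mutant arrays and in 83.7% on the WT arrays, and the SV probes in 63.9% and 65.4%. A further 2092 probes of 566 genes are named only by a transcript and a running number, and the names do not tell intron from exon probes. These numbered probes were therefore sorted by their own sequence, with a classifier trained to tell outron and intercistronic probes from EL probes, an addition made after seeing the data. It called 347 of them outron-like and 893 exon-like and left 852 unsorted. In cross-validation it called 83.2% of the outron and intercistronic probes outron-like, and 0.45% of the EL probes. An outron-like sequence is not evidence that a given probe lies in an intron.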

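The outron probe and the SL1 junction probe of *rps-22*, which encodes a protein of the small ribosomal subunit, show how the pair works. The outron probe, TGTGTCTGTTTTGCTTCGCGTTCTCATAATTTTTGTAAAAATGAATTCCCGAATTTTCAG, is AT-rich and ends in the bases of a 3' splice site. The junction probe, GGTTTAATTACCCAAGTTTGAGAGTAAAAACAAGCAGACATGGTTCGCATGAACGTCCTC, begins with the SL1 leader and goes on with the first exon. The array held 1116 outron probes of 1084 genes, of which 80.2% ended in AG, and the mean GC content was 29.7% against 44.2% for the EL probes. Outron probes were dim, with 22.2% of them well above background on the mutant arrays and 24.8% on the WT arrays, whereas 99.6% and 100% of the SL1 junction probes were. Among the SL1 junction probes, 95.4% carried the end of the SL1 leader and 4.5% that of the SL2 leader.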

For SL2 *trans*-splicing, we used 60-bp-long probes, 30 bp upstream and 30 bp downstream of the *trans*-splice site of the candidate gene, for detecting the pre-mRNAs. 

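Probes of the pre-mRNA of 156 genes with an SL2 junction probe were taken as intercistronic (IC) probes, since their names are of the same kind as those of outron probes. There were 159 of them, all 60 bases long, with a mean GC content of 27.6%. The IC probe of *K02F3.2*, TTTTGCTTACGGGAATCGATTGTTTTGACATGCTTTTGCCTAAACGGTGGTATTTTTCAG, ends in AG, as did 77.4% of these probes. Of the IC probes, 18.5% were well above background on the mutant arrays and 24.1% on the WT arrays, which left 39 for the comparison.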

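The SL2 junction probes numbered 158, of 156 genes, and 97.5% of them carried the end of the SL2 leader. They were well above background in 98% of cases on the mutant arrays and in 98.7% on the WT arrays. Of these genes, 51 had an SL1 junction probe as well.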

The *trans*-spliced junction probes (SL2) detected mature SL2-mRNA (Fig. 3C).

While *ubl-5* knockout mutants are lethal in *C. elegans*, the worms survived until the L3 stage. Therefore, the mutant worms were maintained in a heterozygous state with the help of a balancer chromosome. We collected L3-stage WT and *ubl-5* mutant worms, isolated total RNA, reverse transcribed it to double-stranded cDNA, generated labelled cRNA by *in vitro* transcription of the cDNA, and fragmented the cRNA and hybridized on the microarray. 

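The 2 groups of arrays were clearly apart. Pearson's r of the log2 signals of all tested probes was between 0.976 and 0.993 within the mutant arrays, between 0.994 and 0.995 within the WT arrays and between 0.896 and 0.914 across the groups, as a correlation across probes, which are not independent replicates. The first principal component held 85.1% of the variance and the second 6.9%. The 2 arrays of mutant 3 had an r of 0.993. Between 71.6% and 80.0% of the probes were well above background on a mutant array and between 77.7% and 78.4% on a WT array, and no probe was saturated.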

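Changes between *ubl-5* mutant and WT worms were widespread on the array and went both ways. Of 10802 EL probes, which detect spliced mRNA, 3981 were higher and 3404 lower in the mutant at an adjusted p under 0.05 from limma, with a median log2 fold change of 0.08. Among the rises taken by the rule for named genes were those of probes of *droe-8*, which was not well above background on any WT array and at least 184-fold higher in the mutant (adjusted p = 3.8e-11), and of *ddn-1*, with a log2 fold change of 7.96 (standard error 0.10, adjusted p = 9.8e-13). A probe of *mam-3* fell by 3.79 (standard error 0.12, adjusted p = 9.8e-10), followed by a probe of *acdh-1*, an acyl-CoA dehydrogenase of the propionate shunt, at -3.78 (standard error 0.15, adjusted p = 3.8e-09). *C30H6.12* rose by 7.30 and *pals-37* was at least 71.9-fold higher, while *C23H5.8* had a log2 fold change of -3.71. Blocking for the row of the slide, 3086 EL probes were higher and 2920 lower, and within row 2 3439 and 3285. Scaling by each array's median in place of its 75th percentile lowers the median log2 fold change of all probes from 0.09 to -0.13 and gave 2815 higher and 4128 lower EL probes, so the balance between rises and falls rests on the scaling. Under quantile normalization 3356 were higher and 3889 lower, and under the normexp background correction 6318 and 2830.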

The microarray heat maps in Fig. 3A–C represent fold-change values obtained by comparing mutant samples with WT. Splicing patterns of multiple genes were altered in the *ubl-5* mutants, as evidenced by the enhanced accumulation of splice variants, intron-, outron- and intercistronic regions containing transcripts compared to WT worms. 

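Most of the SV and outron probes that changed were higher in the *ubl-5* mutants than in WT worms. Of 392 SV probes, 220 were higher and 68 lower at an adjusted p under 0.05 from limma, and of 299 outron probes, 158 were higher and 26 lower. Of 39 IC probes, 15 were higher and 11 lower, a split that rests on the processing, with 29 higher and 6 lower under the normexp background correction, 10 and 17 under quantile normalization, and 121 of 158 higher and 15 lower with no filter on dim probes. Of 163 numbered probes with an outron-like sequence, 122 were higher and 16 lower, whereas of 775 with an exon-like sequence, 303 were higher and 306 lower. The median log2 fold change was 0.51 for SV probes, 0.60 for outron probes, 0.13 for IC probes, 1.13 for outron-like and 0.00 for exon-like numbered probes. The median outron probe was higher than the WT mean by 0.73, 0.66, 0.49 and 0.53 in mutants 1, 2, 3 and 4. Each of the medians for SV, outron and outron-like probes gave an exact permutation p of 0.057 (two-sided), the smallest that 4 samples against 3 allow, and that for IC probes gave an exact permutation p of 0.17. Set against all other probes with limma's camera at a preset correlation, the SV probes (adjusted p = 9.7e-04), the outron probes (adjusted p = 5.2e-05) and the outron-like probes (adjusted p = 8.5e-10) had shifted upward. With an estimated correlation none of these calls held, with adjusted p = 0.18 for SV, adjusted p = 0.22 for outron and adjusted p = 0.18 for outron-like probes. The medians with the row of the slide as a block, or within row 2, were 0.46 for SV, 0.53 for outron, 0.42 for IC and 1.2 for outron-like probes. Under the median shift they were 0.29, 0.38, -0.09 and 0.91, and 218 exon-like probes were higher and 350 lower. Under quantile normalization they were 0.29, 0.15, -0.37 and 0.78, with 110 outron probes higher and 60 lower. With no filter on dim probes the medians were 0.78, 0.99, 1.01 and 1.16. Under normexp they were 0.63, 0.72, 0.68 and 0.87, with 264 outron probes higher and 10 lower. Neither setting is separate support for a rise. After the shift, the lowest signal well above background lay between -4.538 and -4.475 on the mutant arrays and between -5.494 and -5.366 on the WT arrays. Dim probes can therefore rise with the scaling alone. The normexp offset of 50 exceeds the median signal of each mutant array (31.93 to 37.7) but of no WT array (61.15 to 74.9), and can act likewise. From the higher signals of splice variants and of transcripts that contain introns, outrons and intercistronic regions, the paper concludes that the splicing patterns of multiple genes were altered in the *ubl-5* mutants.

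**Figure D1:**
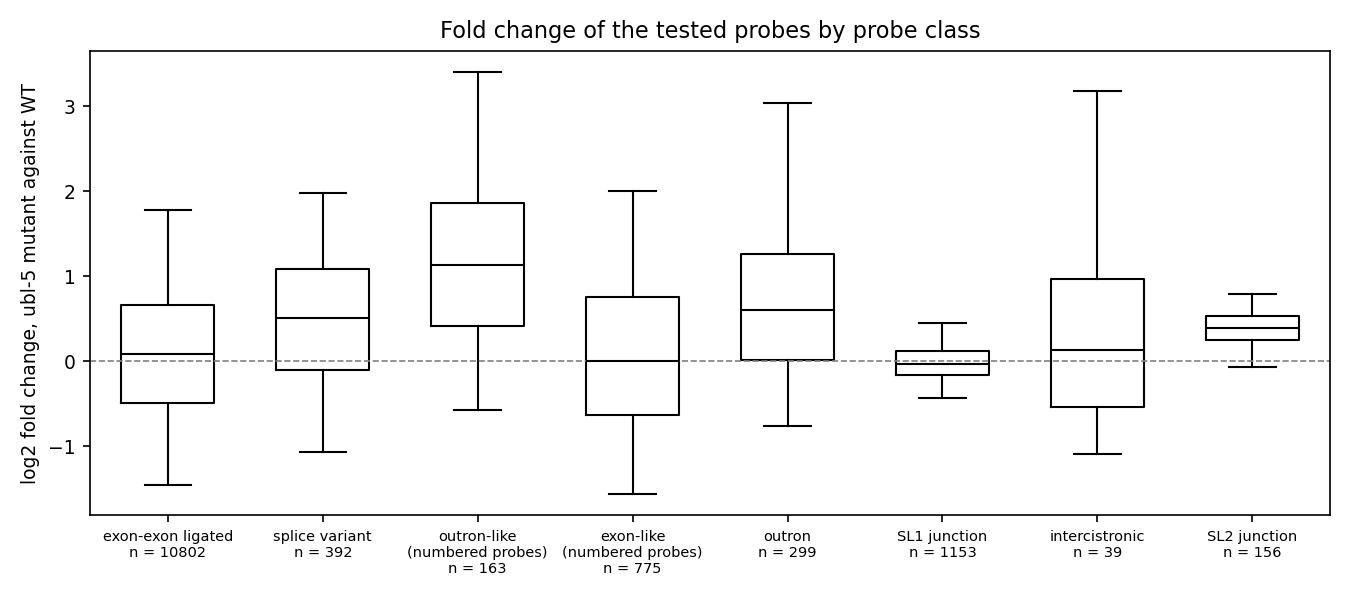
Log2 fold change of the tested probes, *ubl-5* mutant (4 samples) against WT (3 samples), by probe class, with the number of probes under each name. Boxes span the quartiles with the median as a line, whiskers run from the 5th to the 95th percentile, and the dashed line marks no change. The medians of the SV, outron and outron-like numbered probes, 0.51, 0.60 and 1.13, lie above that of the EL probes, 0.08. These classes are dimmer than the EL probes, and EL probes of the same brightness had medians of 0.20, 0.34 and 0.29. Outron and SV values are lower under quantile normalization, at 0.15 and 0.29.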

We also examined the splicing of *b0350.2b* (selected candidate) and *tos-1* (*tos-1* provides a sensitive readout for studying alternative splicing in *C. elegans*) genes by using RT-PCR experiments [25]. In the case of the *b0350.2b* transcript, an accumulation of intron-containing products was observed in *ubl-5* mutant worms (Fig. 3D). Increased retention of pre-mRNA, skipped 2′ cryptic exon (isoform 1) and skipped exon 3 (isoform 2) of the *tos-1* transcript were also observed in the *ubl-5* mutant worms (Fig. 3F). The splicing of targets specific for SL1 *trans*-splicing (*rps-22, rpl-22, rps-3 and egal-1*) and SL2 *trans*-splicing (*rla-1*) was monitored using RT-PCR (*trans*-splicing of *rps-3* and *rla-1* was reported previously [26]). We also attempted to detect non-*trans*-spliced transcripts of *rps-22* and *rpl-22*; interestingly, an accumulation of non-*trans*-spliced *rps-22* pre-mRNA was seen in the *ubl5* mutants (Fig. 3E). In general, detecting non-*trans*-spliced pre-mRNA is quite challenging, presumably due to rapid processing or instability. Furthermore, the amount of *trans*-spliced *rps-3* and *egal-1* transcripts was comparatively lower in the *ubl5* mutant than in WT animals (Fig. 3G). Nevertheless, the splicing defect in the *ubl5* mutant was neither complete nor seen for every transcript. These data suggest some specificity in the UBL-5 targets in *C. elegans* and its regulatory activity in pre-mRNA splicing. 

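Many outron and IC probes did not change past the test, and some fell. Of the outron probes 115 did not pass the test, nor did 13 of the IC probes, and neither did 25 of the numbered probes with an outron-like sequence, whose place in the transcript is not known. The falls among outron probes taken by the rule were those of *alh-7*, an aldehyde dehydrogenase gene, at least 3.8-fold lower in the mutant (adjusted p = 1.8e-05), of *bcs-1*, a mitochondrial chaperone of complex III, at least 1.9-fold lower (adjusted p = 7.1e-05), and of the nuclear receptor gene *nhr-114*, with a log2 fold change of -1.62 (standard error 0.39, adjusted p = 0.0032). The probes of *alh-7* and *bcs-1* were not well above background on any mutant array, and that of *nhr-114* on 1 of 5. All of these falls turn into positive values under the normexp background correction, which can itself lift dim probes on the mutant arrays. Their direction is not settled. The outron probe of *hsp-60*, which encodes a mitochondrial chaperonin, had a log2 fold change of 0.70 (standard error 0.31, adjusted p = 0.068). It passes without mutant 4, at 0.93, under normexp, at 0.74, and in the deposited value table, at 0.99.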

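Isoforms of the same gene moved apart in the mutants. The SV probe of *bli-4* isoform K04F10.4f was higher, with a log2 fold change of 1.90 (standard error 0.09, adjusted p = 1.0e-08), and that of K04F10.4h was lower, at -2.04 (standard error 0.23, adjusted p = 1.3e-05), while the gene value of *bli-4* from its EL probes was -0.15 (adjusted p = 0.10). The gene encodes a proprotein convertase of the cuticle. Its mutant allele marks the balancer chromosome in the strain description, which gives the *ubl-5* homozygotes as lacking the balancer's GFP. The isoform K04F10.4d had -0.11 (adjusted p = 0.27). Among the SV probes of *unc-44*, which encodes the neuronal ankyrin, B0350.2a was higher at 0.77 (standard error 0.12, adjusted p = 2.3e-04), and B0350.2b, at -0.18 (adjusted p = 0.52), did not pass. Set against the EL probes of the same gene, 127 of 367 SV probes were higher and 85 lower, with a median relative log2 fold change of 0.08, a fit added after seeing the data. The SV probe of *ehs-1*, an endocytic adaptor, was at least 6.6-fold higher relative to its gene, and that of *hid-1* at least 6.9-fold, neither being well above background on a WT array. That of the cGMP-dependent kinase *egl-4* rose by 2.72 on the log2 scale relative to its gene. The rule also took *cat-2*, the tyrosine hydroxylase of dopamine neurons, whose EL probes were not well above background on any mutant array, so that no relative value is given. In the other direction, the SV probe of *gcy-7*, a guanylyl cyclase, had a relative log2 fold change of -3.26, that of *dur-1* one of -2.25 and that of the ion channel gene *unc-80* one of -2.23. Blocking for the row of the slide, 75 were higher and 50 lower, and within row 2 90 and 61.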

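Outron probes, which report on SL1 trans-splicing, and IC probes, taken here to report on SL2 trans-splicing, could be compared with the spliced junctions of the same genes. Of the genes with an SL2 junction probe, 51 also had a probe named as an SL1 junction, so some IC probes may be outron probes. Set against the SL1 junction probe of its gene, the outron was higher in 126 of 292 pairs and lower in 13, with a median relative log2 fold change of 0.65. The junction hardly followed the EL probes of its gene (slope 0.056 across 920 genes). With EL probes as the partner, a choice made after seeing the data, fewer outron pairs could be tested. Of these, a slightly larger share was higher and a larger share was lower than with the SL1 junction. Set against the SL2 junction probe, the IC region was higher in 8 of 38 pairs and lower in 10, with a median of -0.06. In 24 of the higher and 3 of the lower outron pairs, the outron was not well above background on any array of the dimmer group. Each of these kept its direction with the lowest signal called well above background in its place. After the shift, that signal lies lower on the WT arrays than on the mutant arrays. The higher pairs were therefore likely to keep their direction, and this is no separate support for them. The median outron pair was at 0.28 under quantile normalization, with 80 pairs higher and 17 lower, at 1.06 with the row of the slide as a block, with 150 and 6 (within row 2 164 and 8), and at 0.98 with no filter on dim probes. For the IC pairs, 13 were higher and none lower with the row as a block (within row 2 14 and 4), with a median of 0.53, and 14 were higher and 9 lower under the normexp background correction. The IC result therefore changes with the samples and the processing. Relative to the WT mean, the median SL2 junction was at -0.20 in mutant 4 and between 0.39 and 0.83 in the other mutants, and the median IC probe at 0.42 and between 0.07 and 0.26. Against the EL probes of the same gene, a partner chosen after seeing the data, 12 of 30 IC pairs were higher and 6 lower. The test of a difference between SL1 and SL2 targets was not run.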

The pre-dominant type of *trans*-splicing defect is unclear due to the limited number of targets analysed. Moreover, from the targets analysed, we did not observe any specific bias towards a particular kind of splicing defects in *ubl-5* mutant worms. 

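By probe class, the share of tested probes that were higher in the mutant past the test was 74.8% for outron-like numbered probes, 56.1% for SV probes, 52.8% for outron probes, 38.5% for IC probes and 36.9% for EL probes. The share that were lower was 9.82%, 17.3%, 8.7%, 28.2% and 31.5%. These shares count probes that differ in brightness and in number between the classes.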

Altogether, these data showed pre-mRNA splicing defects in *ubl-5* mutant animals, suggesting that UBL-5 is required for selected *cis*-, *trans*- and alternative splicing in *C. elegans*.

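The outron-like numbered probes were also set against the EL probes of the same gene, an addition made after seeing the data. Their place in the transcript is not known, so this is no count of retained introns and does not test cis-splicing. Of 153 such probes, 102 were higher relative to their gene in the mutant and 18 lower, with a median relative log2 fold change of 0.84. Of those taken by the rule, the probe of *C07A12.18* rose by 5.57 on the log2 scale relative to its gene, while those of *kola-3*, of *nabp-1* and of the glucuronosyltransferase gene *ugt-48*, none of them well above background on a WT array, were at least 8.3-fold, 7.0-fold and 7.3-fold higher. Under normexp the median was 0.41. The relative falls were those of *flp-5*, at -1.66, of the diacylglycerol kinase gene *dgk-1*, at -1.22, and of *C09G9.3*, at least 1.3-fold lower, whose sign turns under the normexp background correction. Blocking for the row of the slide, 92 were higher and 8 lower, and within row 2 96 and 14.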

### *C. elegans* UBL-5 complemented the splicing and growth defects of *S. pombe hub1-1* mutants

We next studied the functional conservation of *C. elegan*s UBL-5 by complementing Hub1 functions in the fission yeast *S. pombe* (Hub1 is essential for viability and pre-mRNA splicing in *S. pombe*). For this, we expressed *C. elegans* UBL-5 in *hub1* temperature-sensitive and deletion mutants of *S. pombe*. The expression of *C. elegans* UBL-5 rescued the lethality in *S. pombe hub1-1* mutants at 37 °C, similar to the complementation by *S. pombe* Hub1 (Fig. 4A). Interestingly, *C. elegans* UBL-5 also complemented the lethality of *S. pombe hub1Δ* mutant at all temperatures (Fig. 4B). These results indicate that *C. elegans* UBL-5 and *S. pombe* Hub1 are functionally conserved. We also monitored the complementation of the splicing defects in *S. pombe hub1* mutants by the *C. elegans* homologue. RT-PCR-based splicing assays showed restoration of splicing defects in *S. pombe hub1* mutants by the *C. elegans* UBL-5 protein (Fig. 4C). This ability of *C. elegans* UBL-5 to functionally complement the growth and splicing defects of *S. pombe hub1* mutants implies that the protein’s splicing function might be conserved across the eukaryotic kingdom.

## Discussion

### Conserved splicing function of *C. elegans* UBL-5

Through multiple lines of evidence, we have shown that UBL-5 performs a conserved function of RNA splicing in *C. elegans*. Similar to yeast and human cultured cells, the non-covalent interactions of Hub1 with HIND-containing splicing factors are also seen with *C. elegans* proteins. In the budding yeast *S. cerevisiae*, Hub1 is not essential for viability, possibly because of fewer Hub1-dependent introns [16]. In contrast, the protein becomes essential in *S. pombe* and human cells because of a larger number of Hub1-dependent introns [12,16,17]. A similar proposition for UBL-5′s involvement in a larger number of pre-mRNA splicing events can also be suggested for the nematode *C. elegans*, where UBL-5 is also essential for development. Nevertheless, the protein is not critical for all splicing reactions in *C. elegans*. These observations are consistent with the Hub1/UBL5 function in selected pre-mRNAs splicing in yeast and mammalian cells [14,16,17]. Introns containing non-canonical 5’SS in yeast require Hub1 for splicing [16]. Similar features in *C. elegans* and mammalian targets would be interesting to identify. Interestingly, *C. elegans* UBL-5 complemented the lack of Hub1 in *S. pombe* and rescued the growth and splicing defects of *S. pombe hub1* mutants. These observations suggest a conserved splicing function of UBL-5 across eukaryotes.

Splicing defects were missed in *ubl-5* knockdown worms in a previous report [21], possibly because those assays missed analysing the right targets. Alternatively, low levels of UBL-5 protein in the knockdown worms used in the study might have been enough for most of its splicing function. Transcripts containing introns, outron and intercistronic regions have generally been challenging to capture, possibly due to their rapid clearance from the worms. We could partially circumvent these problems by using *ubl-5* knockout worms at the L3 stage and testing against a larger set of genes.

### UBL-5 associates with spliceosomal components

The Hub1–Snu66 interaction is well-studied in *S. cerevisiae* and human cells [14,16]. Besides the interaction with Snu66, Hub1 makes additional contact with Prp5, a DEAD-box helicase, to promote alternative splicing in *S. cerevisiae* [15,18]. *Caenorhabditis elegans* UBL-5 binds both HIND-containing spliceosomal proteins SART-1 and PRP-38. The mode of this interaction through salt bridges also appears to be conserved.

UBL-5 appears to associate with other splicing factors, notably the arginine/serine-rich family proteins, including RSP-1, RSP-2, RSP-3 and RSP-6. It also associates with other splicing factors such as HRPF-1 (hnRNP F homologue) and HRPA-2 (hnRNP A1 homologue). The relevance and mode of these interactions would be interesting to study. We could not detect SART-1 and PRP-38 proteins in the Co-IP experiments. Possible reasons for missing these proteins include their weaker affinities with UBL-5, lower expression levels and technical challenges associated with biochemical purifications from *C. elegans*.

*Trans*-acting splicing factors such as SR proteins bind with the regulatory sequences on pre-mRNA for splicing control [27,28]. In contrast, heterogeneous ribonuclear proteins (hnRNPs) bind to regulatory sequences on exons and inhibit splicing by preventing SR proteins from binding to exons [29,30]. UBL-5 interestingly appears to associate with both types of *trans*-acting splicing factors. Further studies are needed to understand the functional relevance of these interactions.

Human Hub1 has been reported to interact with coilin (a core component of Cajal bodies) and colocalize with Cajal bodies, a subnuclear domain where assembly or modification of spliceosomal components occurs [31]. Therefore, Hub1 might have evolved to perform a broader function in RNA splicing by binding to other spliceosomal proteins in a HIND-independent manner, for example, Prp5 and the SR protein kinases Cdc2/Cdc28-like kinases [32]. Hub1 also associates with proteins through hydrophobic interactions and might function beyond RNA splicing [33].

### Potential role of *C. elegans* UBL-5 in *trans*-splicing

In *C. elegans*, the 5′ ends of many pre-mRNAs undergo *trans*-splicing with either SL1 or SL2 splice leader RNAs, and ~ 85% of the genes undergo *trans*-splicing [7]. Data from our splicing-sensitive microarray suggest a potential role of UBL-5 in *trans*-splicing. 

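In these worms, outrons rose relative to the spliced junctions of the same genes in several of the genes that the study names. Across 920 genes, however, the fold change of the SL1 junction hardly followed that of the EL probes (slope 0.056). A value relative to the junction may therefore say little about the spliced transcript of that gene. Relative to the SL1 junction of its gene, the outron of *rps-22* rose by 2.29 on the log2 scale and that of *egal-1* by 1.90. Those of *rpl-22* and *rsp-1*, not well above background on any WT array, were at least 5.6-fold and 5.9-fold higher relative to their junctions. Among the outrons taken by the rule for named genes, that of *hpo-18* rose by 4.2 relative to its junction (standard error 0.28, adjusted p = 1.5e-09). Those of *icd-2*, the alpha subunit of the nascent polypeptide-associated complex, of *Y82E9BR.3* and of *aly-1* were at least 14.9-fold (adjusted p = 1.2e-09), 8.2-fold and 7.9-fold higher, with no WT array well above background. That of *hsp-60* rose by 1.04 (standard error 0.35, adjusted p = 0.023), a call that ends under several alternatives, such as quantile normalization, at 0.57, the row of the slide as a block, at 0.38, and without WT rep1, at 0.99, WT rep2, at 0.83, or mutant 2, at 0.84. When the EL probes of the same gene served as the partner in place of the SL1 junction, a choice made after seeing the data, 113 of 240 outrons were higher and 32 lower.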

SR proteins’ function in *trans*-splicing has been established by *in vitro* splicing assays. They can recruit U2 snRNP to the branch point of natural *trans*-splicing substrates [34,35]. SL snRNPs provide the 5′ splice site, and the pre-mRNA provides the *trans*-splice site (3′ splice site). SL snRNP, U2 snRNP and U4/U6.U5 tri-snRNP assemble into a *trans*-spliceosome to perform *trans*-splicing. Extending the observation from *S. cerevisiae*, where Hub1 interacts with the U1/U2 snRNP factor Prp5 and the tri-snRNP factors Snu66 and Prp38, we hypothesize that UBL-5 might bridge the snRNPs during *trans*-splicing. Moreover, SR proteins also promote the entry of the U4/U6.U5 snRNP into the *cis*-spliceosome [36] and are also critical for the formation of catalytically active *trans*-spliceosome for *trans*-splicing [37]. UBL-5 complexes with SR proteins (RSP-1, RSP-2, RSP-3 and RSP-6); these proteins might facilitate *trans*-spliceosomes assembly for *trans*-splicing selected transcripts in *C. elegans*.

In conclusion, in most eukaryotes, Hub1-binding sites, HINDs, are located in the homologues of the RNA splicing factor Snu66/SART1. However, the plant Snu66 homologue lacks HIND, but this absence is likely compensated by the HIND in the splicing factor Prp38 [16]. Interestingly, in organisms such as *Plasmodium* and *C. elegans*, HINDs are present in the homologues of both Snu66 and Prp38. The implications of more than one splicing factor associating with Hub1 are not yet clear, but it is tempting to suggest that the dual occurrence of HINDs might be linked to the higher prevalence of *cis*- and *trans*-splicing in these organisms [9]. Supporting this, *C. elegans* UBL-5 appears to play a role in *cis*- and *trans*-splicing.

### Accession codes

Splicing-sensitive microarray data are deposited with GEO (accession number GSE157943). Mass-spectrometry data are deposited with the PRIDE data-base (accession number PXD033914).

## Supplementary Material

Supplementary material

Table S2

## Figures and Tables

**Fig. 1:**
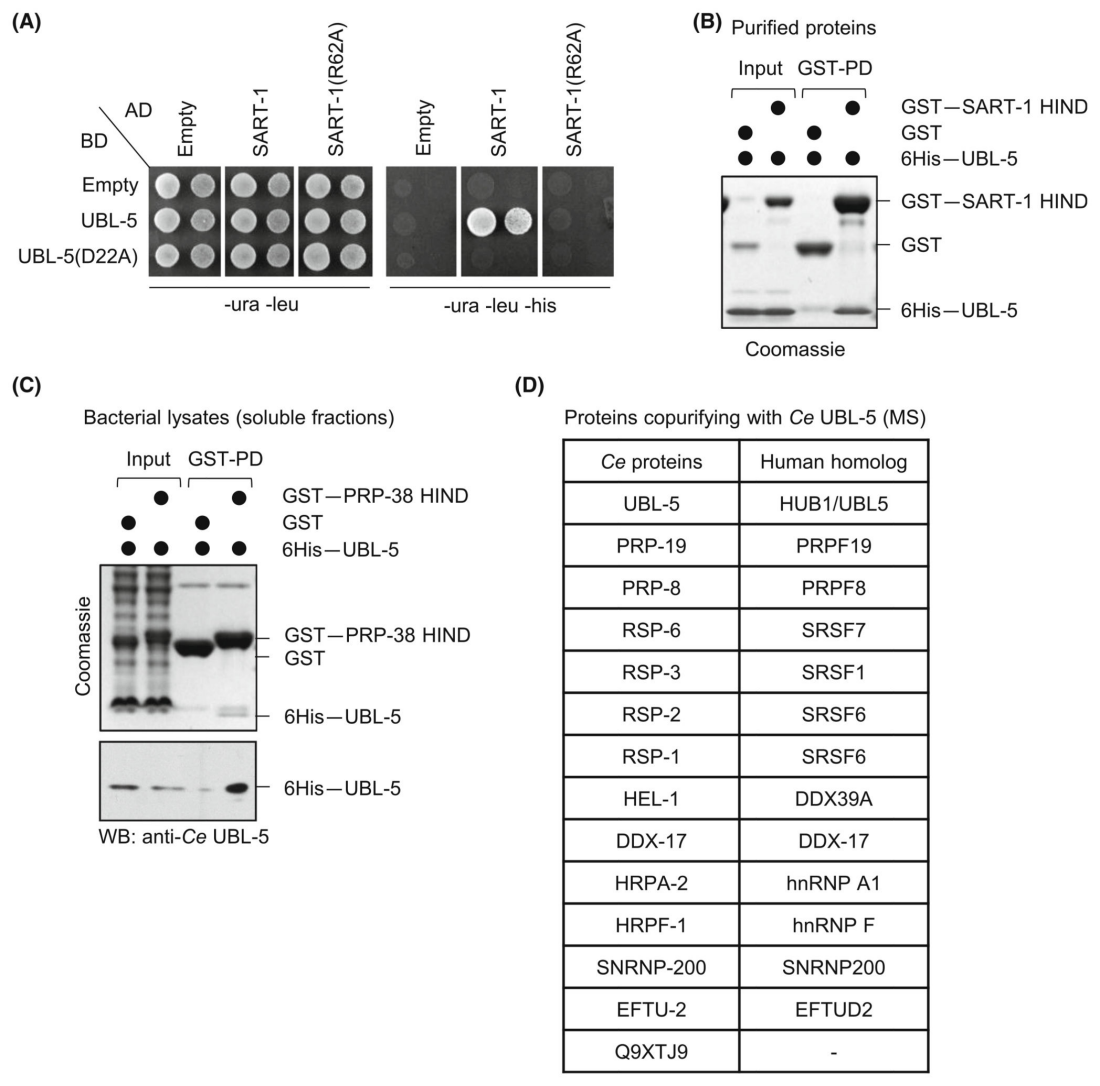
*Caenorhabditis elegans* UBL-5–HIND interaction. (A) Yeast two-hybrid interaction assay (Y2H). Conserved mode of interaction between UBL-5 and SART-1 through salt bridge forming residues in *C. elegans*. Plasmids expressing *C. elegans* UBL-5 and UBL-5(D22A) mutant fused to Gal4-binding domain (BD; with uracil marker) and SART-1 HIND and SART-1 HIND(R62A) mutant fused to activation domain (AD; with leucine marker) were expressed in yeast cells. Transformants were five-fold diluted and spotted on control (-ura -leu) and selective (-ura -leu -his) plates. The expression of the *HIS3* reporter gene, which allows growth on -his selection medium, indicates interaction between the two fusion proteins. The UBL-5(D22A) mutant did not bind SART-1 HIND, and SART-1 HIND(R62A) mutant did not bind UBL-5. (B) *C. elegans* UBL-5 interacts with SART-1 HIND. GST pulldown assays with recombinant GST–SART-1 HIND fusion protein and 6xHis–UBL-5. GST–SART-1 HIND bound UBL-5. GST was used as a negative control. Input represents about one-tenth of the total proteins used in the pulldown. (C) *C. elegans* UBL-5 interacts with PRP-38 HIND. GST pulldown assays from lysates of bacteria (*Escherichia coli*) expressing GST–PRP-38 HIND fusion protein and 6xHis–UBL-5. GST–PRP-38 HIND bound UBL-5. GST was used as a control. Input represents about one-tenth of the total proteins used in the pulldown. GST–PRP-38 HIND pulldown samples were immunoblotted with a *C. elegans* UBL-5 antibody raised in rabbits. (D) UBL-5 co-immunoprecipitates with the splicing factors in worms. 3xFlag–UBL-5-expressing *C. elegans* cells were immunoprecipitated using an anti-FLAG antibody, and bound proteins were analysed by mass spectrometry (MS). The table shows a list of splicing factors co-purified with UBL-5 (MS analysis of anti-FLAG IP material from untagged worms was used as negative control). Human homologues are shown for illustration. *Hs, Homo sapiens*; *Ce, Caenorhabditis elegans*.

**Fig. 2:**
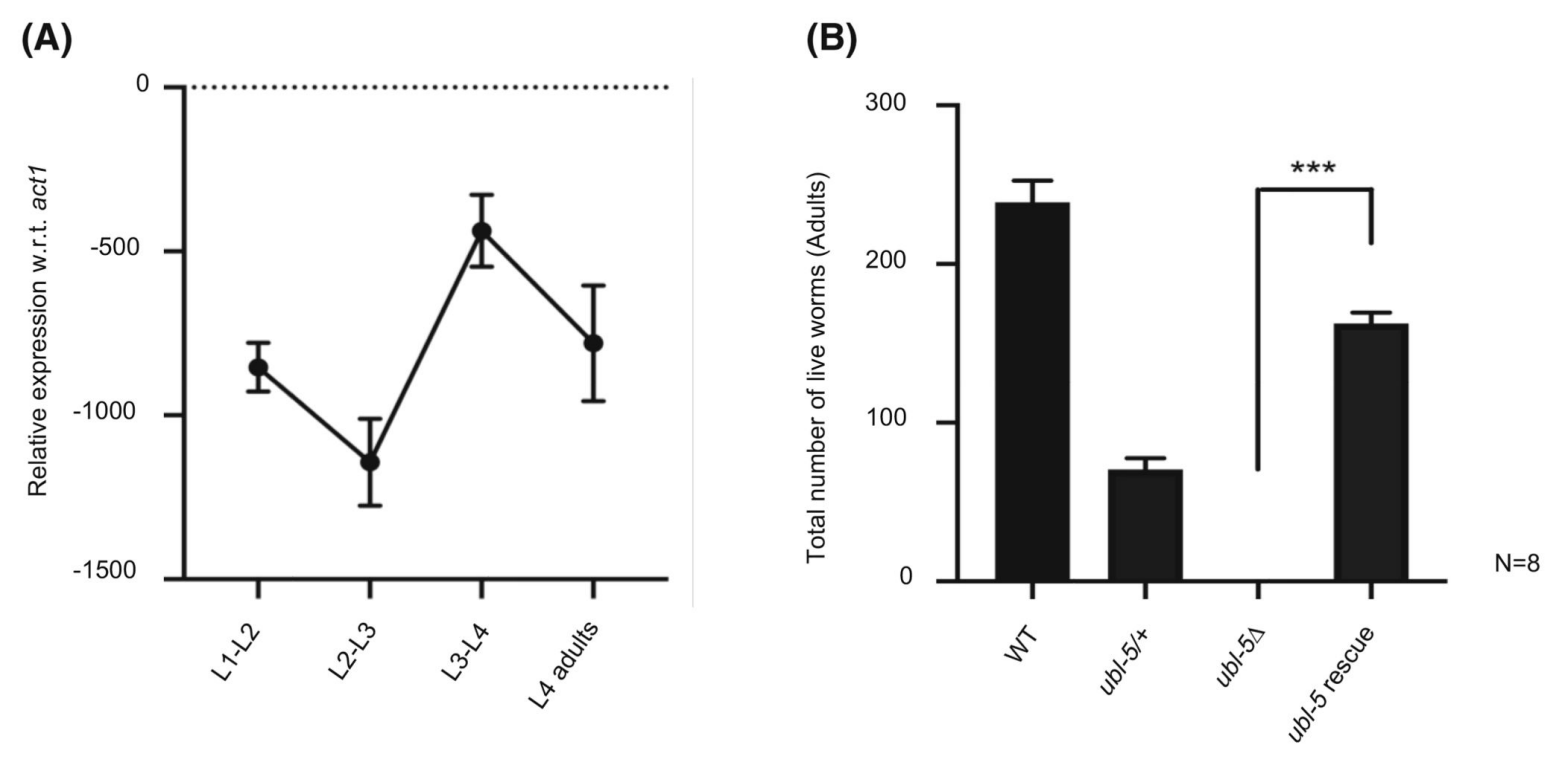
*Ubl-5* expression is critical in *Caenorhabditis elegans*. (A) *ubl-5* expression in the worms. *ubl-5* mRNA was monitored in the L1-L2, L2-L3, L3-L4 and L4-adult stages of the worm using real-time PCR. *ubl-5* levels are normalized against *act-1*. L3-L4 worms showed the highest expression of all other developmental stages. (B) Lethality in adult *ubl-5* knockout worms. A genomic *ubl-5* construct rescued the lethality in *ubl-5* mutants. The total number of adult worms surviving from a single parent worm is counted for WT, *ubl-5*/+, *Δubl-5* and *ubl-5* rescue lines.

**Fig. 3:**
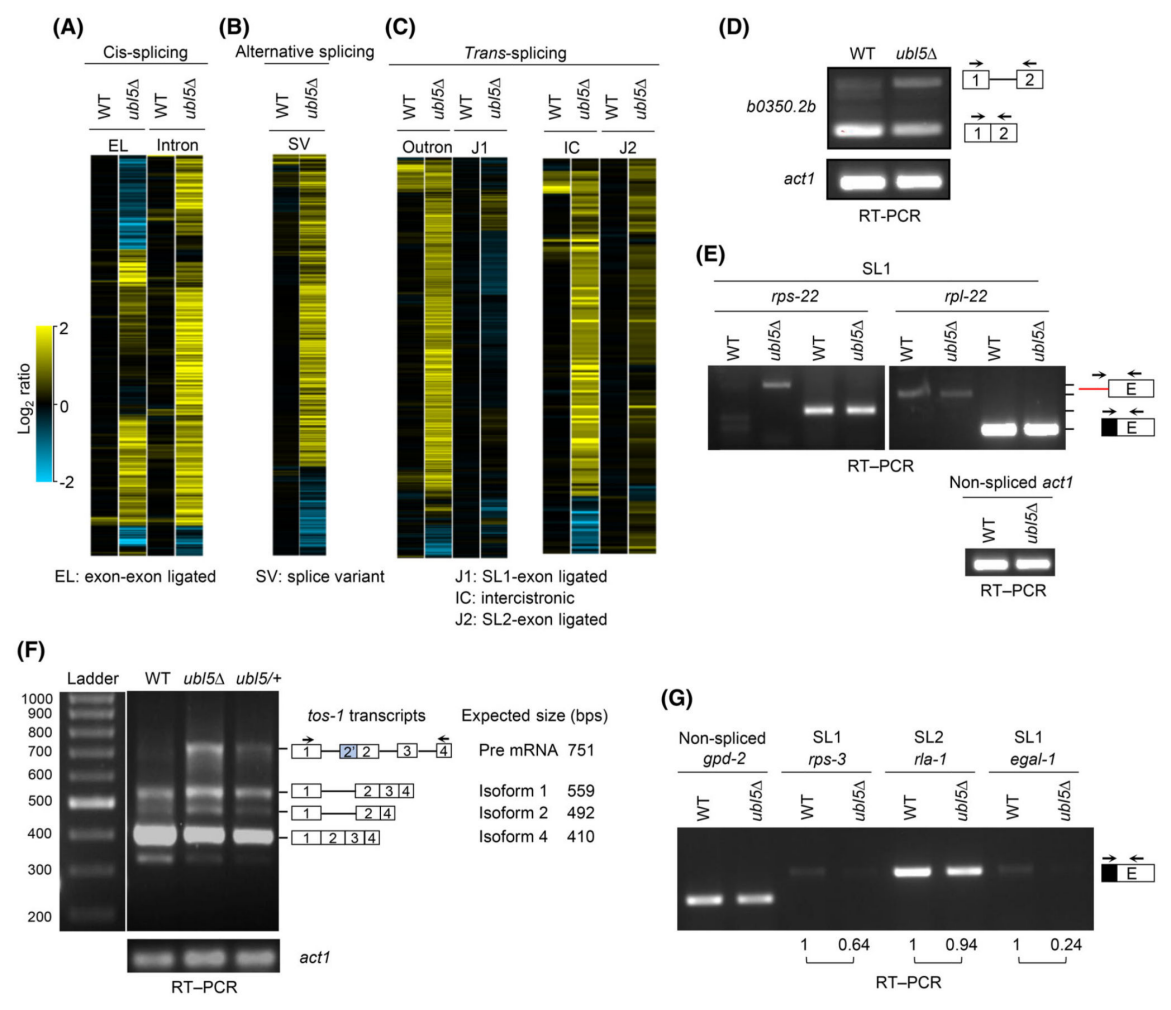
UBL-5 is required for *cis*- and *trans*-splicing in *Caenorhabditis elegans*. (A) Analysis of total RNA from WT and *ubl-5* mutant worms using a splicing-sensitive microarray to monitor *cis*-splicing events. The microarray heat map represents the log2-fold-change values of the mutant samples compared to WT samples for exon–exon ligated (EL) and intron-containing transcripts. Yellow represents accumulation, black denotes no change and blue shows a reduction in signals. From 439 targets analysed for *cis*-splicing using intron-specific probes, 49 targets showed ≥ 2-fold change (*P* ≤ 0.05). ≥ 2-fold changes were chosen as a conservative estimate (stringent criteria). Statistical significance was *P* ≤ 0.05. *q*-value is not used due to a lower sample number. (B) Analysis of alternative splicing events using the splicing-sensitive microarray. The mutant samples are compared to WT samples for mRNA-specific splice variants (SV). From 570 targets analysed for alternative splicing using splice variant probes, 41 targets showed ≥ 2-fold change (*P* ≤ 0.05). (C) Analysis of *trans*-splicing events using splicing-sensitive microarray. The mutant samples are compared to WT samples for outron and SL1 *trans*-spliced transcripts (J1). From 1267 targets analysed using *trans*-splicing outron probes, 94 targets showed ≥ 2-fold change (*P* ≤ 0.05). The mutant samples are compared to WT samples for intercistronic regions containing transcripts (IC) and SL2 *trans*-spliced transcripts (J2). And, from 156 targets analysed using SL2 *trans*-splicing intercistronic probes, 9 targets showed ≥ 2-fold change (*P* ≤ 0.05). (D) *C. elegans* UBL-5 is required for *cis*-splicing. Semi-quantitative RT-PCR reveals the accumulation of intron-containing *b0350.2b* transcripts. The block diagrams (not drawn to the scale) represent exons and introns. Primers are depicted with arrows on exons. RT-PCR of *act1* (actin) pre-mRNA is used as a control. (E) Semi-quantitative RT-PCR for outron-containing transcripts. Primers are indicated with arrows. Forward primers were specific to the SL1 sequence (black box) or the outron (red line). Reverse primers were specific to the exons (unfilled box). RT-PCR of *act-1* (actin) pre-mRNA is used as a control. (F) Semi-quantitative RT-PCR showing accumulation of intron-containing *tos-1* transcripts. The block diagrams (not drawn to the scale) represent exons and introns. 2′ exon is cryptic and provides the 3′ splice site to the preceding intron. Primers are depicted with arrows. RT-PCR of *act-1* (actin) pre-mRNA is used as a control. Lanes unrelated to the probe were cropped to assemble the figure. The unedited image is shown in Fig. S2. PCR product sizes are deduced from [38]. (G) Semi-quantitative RT-PCR showing potential role of *ubl-5* in *trans*-splicing. Forward primers were specific to SL1 and SL2 (black boxes) and reverse primers were specific to the exons (unfilled box). RT-PCR of *gpd-2* pre-mRNA is used as a control. Relative signal intensities in WT and mutant worms are analysed using IMAGEJ software (National Institutes of Health, Bethesda, MA, USA and the Laboratory for Optical and Computational Instrumentation University of Wisconsin, Madison, WI, USA).

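The names of the probes do not tell which are intron probes, so the intron count itself was not analysed here, and outron-like numbered probes were counted in their place. At the study's criterion of at least 2-fold and an unadjusted p of at most 0.05, 89 of the 163 were higher and 6 lower, in 75 genes or transcripts, against 1684 EL probes higher and 1191 lower. The rises taken by the rule were those of *C24H12.4*, at least 19.6-fold (adjusted p = 4.7e-09), of the neuropeptide receptor gene *npr-4*, at least 9.3-fold (adjusted p = 3.5e-06), of *ugt-48*, at least 7.8-fold (adjusted p = 1.2e-07), and of *kola-3*, at least 7.1-fold (adjusted p = 4.7e-08), none of them well above background on a WT array. The falls taken by the rule were those of *oatr-1*, which encodes ornithine aminotransferase, with a log2 fold change of -2.25 (standard error 0.08, adjusted p = 2.1e-09), of *C10A4.9*, at least 2.2-fold lower, and of *C09G9.3*, at least 1.9-fold lower. The last 2 turn into rises under the normexp background correction. The transcript chosen by the study for RT-PCR, B0350.2b of *unc-44*, could be followed along its gene. All 3 outron-like probes of *unc-44* rose, with log2 fold changes of 2.76 (standard error 0.12, adjusted p = 1.1e-08), 1.51 (standard error 0.18, adjusted p = 1.8e-05) and 1.43 (standard error 0.19, adjusted p = 6.1e-05), and the first of them is named for B0350.2b. Of its 11 exon-like probes none was higher and 7 were lower, between -0.53 and 0.29, and of its 3 unsorted probes, 2 were higher and 1 lower, between -0.78 and 1.63. Its EL probes gave a gene value of -0.03 (standard error 0.06, adjusted p = 0.70), which becomes 0.15 under quantile normalization. That mean covers opposed changes, since of its 8 EL probes 2 were higher and 3 lower, between -0.69 and 0.42. The EL probes named for B0350.2b had -0.69, -0.37 and 0.13, the last not past the test. Among all outron-like probes 108 were higher and 12 lower with the row of the slide as a block, and 111 and 14 within row 2.

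**Figure D2:**
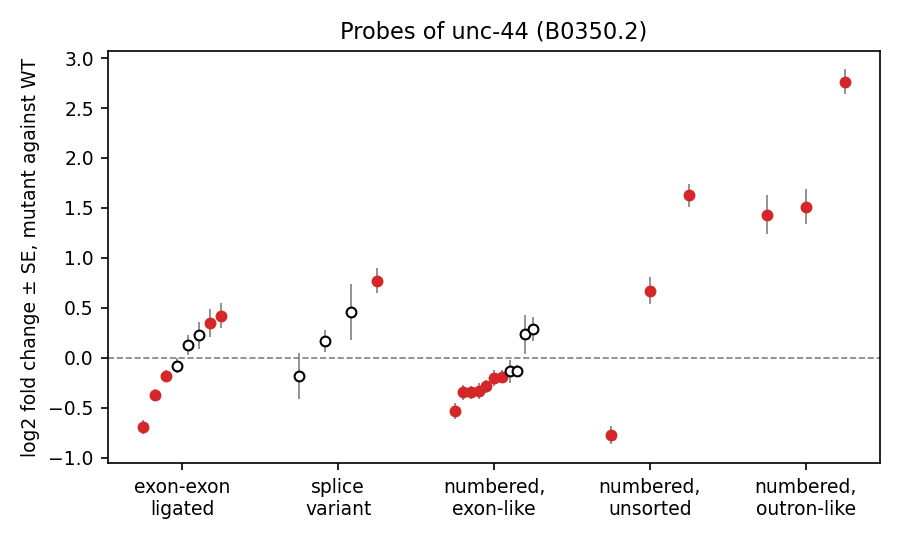
Log2 fold change (*ubl-5* mutant, 4 samples, against WT, 3 samples) of the probes of *unc-44* by class, with standard errors. Filled points passed the test at an adjusted p under 0.05 and open points did not. The 3 outron-like numbered probes lie between 1.43 and 2.76, above the 11 exon-like ones, which lie between -0.53 and 0.29.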

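At the study's criterion, 109 SV probes were higher and 25 lower in the mutant, in 131 transcripts. The SV probes of *ehs-1* (isoform ZK1248.3b) and of the neuropeptide gene *flp-8* (F31F6.4a) were not well above background on any WT array and were at least 7.5-fold (adjusted p = 1.6e-07) and at least 13.7-fold higher (adjusted p = 8.5e-08). That of the potassium channel gene *unc-103* rose with a log2 fold change of 2.85 (standard error 0.19, adjusted p = 2.3e-07), and that of *qui-1* was at least 4.3-fold higher (adjusted p = 8.4e-05), being above background on 3 mutant arrays. The SV probe of *flp-23* was at least 1.8-fold lower (adjusted p = 3.4e-05), and that of *unc-80* had a log2 fold change of -1.59 (standard error 0.20, adjusted p = 3.6e-05). Both of these falls turn positive under the normexp background correction. With the row of the slide as a block, 175 SV probes were higher and 57 lower at an adjusted p under 0.05 from limma, and within row 2 196 and 60. Under median scaling 174 were higher and 88 lower. The SV probe of *dve-1* had a log2 fold change of 0.30 (adjusted p = 0.60).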

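The outron probes of 4 genes named by the study rose in the mutant, while their SL1 junction probes did not rise with them, except that of *egal-1*. The outron of *rps-22* had a normalized log2 signal of -0.83 ± 0.24 (SD, n = 4) in the mutant and -3.05 ± 0.06 (SD, n = 3) in WT, a log2 fold change of 2.23 (standard error 0.15, adjusted p = 2.2e-07), and its SL1 junction had one of -0.06 (standard error 0.08, adjusted p = 0.53). The outron of *rpl-22* was at least 4.2-fold higher (adjusted p = 6.7e-07), with a junction of -0.42 (standard error 0.10, adjusted p = 0.0045) that turns to 0.09 under quantile normalization and misses the test with the row of the slide as a block, at -0.37. The outron of *rsp-1*, an SR protein gene, was at least 5.8-fold higher (adjusted p = 1.4e-06), with a junction of -0.02 (adjusted p = 0.93) that falls past the test with the row as a block, at -0.52. The rise of *egal-1* was 3.01 for the outron (standard error 0.17, adjusted p = 6.0e-08) and 1.1 for the junction (standard error 0.12, adjusted p = 1.2e-05). The SL1 junction of *rps-3*, whose outron was not among the tested probes, had -0.11 (standard error 0.11, adjusted p = 0.40). By the rule for named genes, rises were also taken for *aly-1*, an mRNA export factor, at least 19.6-fold (adjusted p = 8.6e-09), *elof-1*, a transcription elongation factor, at least 18.9-fold (adjusted p = 4.4e-08), *icd-2*, at least 12.8-fold (adjusted p = 1.3e-08), and *endu-2*, an endoribonuclease, at least 7.3-fold (adjusted p = 2.6e-08). Such bounds set the mutant mean against the lowest signal called well above background, since the WT arrays did not reach it. At the study's criterion 98 outron probes were higher and 10 lower, in 108 targets. The SL1 junction probes changed little, with 52 of 1153 higher and 43 lower. Across 920 genes, 77.0% of the EL gene values passed the test but only 6.56% of the SL1 junctions. Over all 1153 junctions, the changes taken by the rule were rises of *H42K12.3* (1.69), *mrpl-38* (1.38), *aly-1* (1.31) and *endu-2* (1.25), and falls of *msra-1* (-2.16), *lep-5* (-1.43) and *ahcy-1* (-1.36). The count is unstable. Adjusted over the SL1 junctions alone, a choice made after seeing the data, 23 were higher and 20 lower, and 7 of the 35 splits of the samples gave as many junctions at an unadjusted p under 0.05 as the real one. Under the normexp background correction 642 were higher and 46 lower, and under the median shift 36 and 283, while with the row as a block 19 were higher and 460 lower, within row 2 23 and 716, and without mutant 4 185 and 36. The median SL1 junction was at 0.41, 0.18, -0.14 and -0.54 in mutants 1, 2, 3 and 4, relative to the WT mean. With the row as a block 124 outron probes were higher and 24 lower, and within row 2 141 and 29. Under quantile normalization 110 outron probes were higher and 60 lower, and 43 and 160 SL1 junctions.

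**Figure D3:**
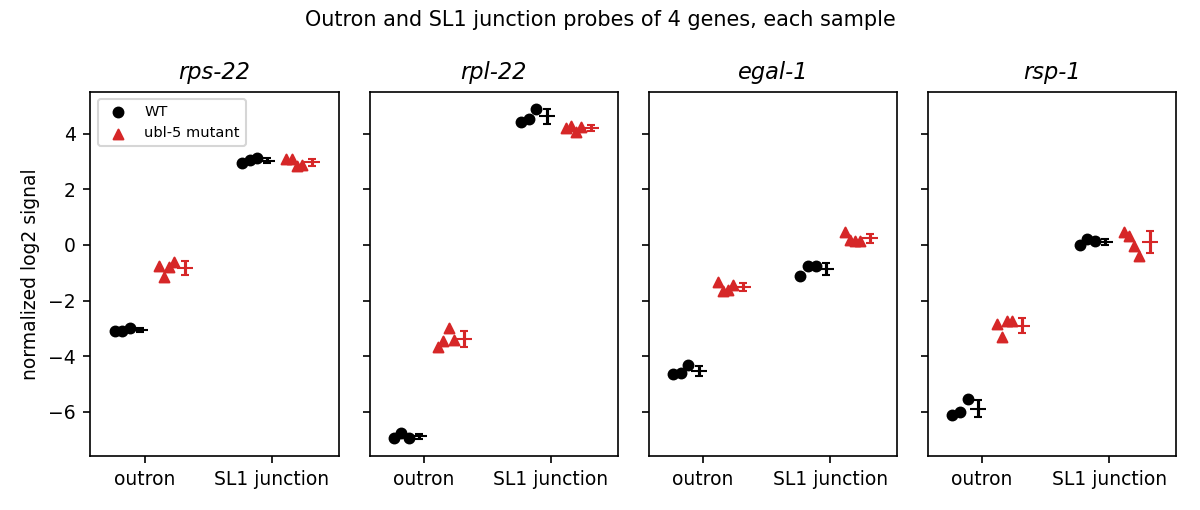
Normalized log2 signal (log2 processed signal minus the array's 75th percentile) of the outron and SL1 junction probes of *rps-22*, *rpl-22*, *egal-1* and *rsp-1* in each WT sample (circles, n = 3) and *ubl-5* mutant sample (triangles, n = 4), with the mean and SD beside the points. All mutant samples lie above all WT samples for the 4 outrons.

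**Figure D4:**
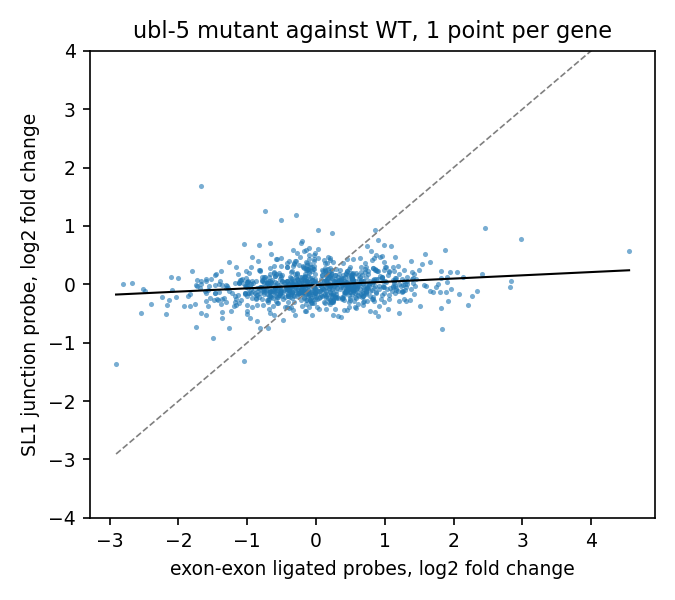
Log2 fold change of the SL1 junction probe against that of the EL probes for 920 genes, *ubl-5* mutant against WT, with the fitted line (slope 0.06, solid) and the line of equal change (dashed). The junctions change little where the EL probes of the same gene change much.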

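The IC probe of *K02F3.2* rose with a log2 fold change of 6.09 (standard error 0.15, adjusted p = 1.9e-10), and its SL2 junction rose by 1.57 (standard error 0.14, adjusted p = 2.1e-06). The IC probe of *rpl-13*, which encodes a protein of the large ribosomal subunit, was at least 9.5-fold higher (adjusted p = 3.1e-07), and that of *cisd-1* was at least 4.0-fold higher (adjusted p = 2.6e-06). The probe of *Y43F4B.10* had a log2 fold change of 2.3 (standard error 0.18, adjusted p = 7.3e-07). The falls taken by the rule were those of *F46H5.3* (-1.81), which is weaker under the normexp background correction at -0.07, of *clpf-1*, a factor of pre-mRNA 3' end processing (-1.73), and of the arginine methyltransferase gene *prmt-5* (-1.09). At the study's criterion 10 IC probes were higher and 4 lower, in 14 targets. Blocking for the row of the slide, 12 IC probes were higher and 8 lower, and within row 2 14 and 11. Of the 156 SL2 junction probes, 39 were higher and 2 lower, among them *T07E3.4* (1.07), *mrpl-48* (1.06), *unc-26* (0.96) and *enol-1* (-0.61), and the 2-fold criterion left 3 and 0. Adjusted over the SL2 junctions alone 18 were higher and 1 lower, and 3 of the 35 splits of the samples gave as many at an unadjusted p under 0.05 as the real one. The SL2 result rests on the samples, since with the row as a block 3 were higher and 13 lower, within row 2 5 and 26, without mutant 4 115 changed, all but 1 of them higher, and without the unnumbered WT sample 18 and 2. The row block ends the calls of *T07E3.4*, at 0.54, and *mrpl-48*, at 0.30. Under quantile normalization and median scaling, 21 and 23 SL2 junctions were higher and 4 and 7 lower. Relative to the SL2 junction, *K02F3.2* rose by 4.52 and *Y43F4B.10* by 1.72, *rpl-13* and *cisd-1* were at least 11.1-fold and 4.1-fold higher, and *clpf-1* (-2.17), *F46H5.3* (-1.93) and *R119.3* (-1.38) fell, the falls missing the test with the row as a block at -1.13, -0.55 and -1.0.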

**Fig. 4:**
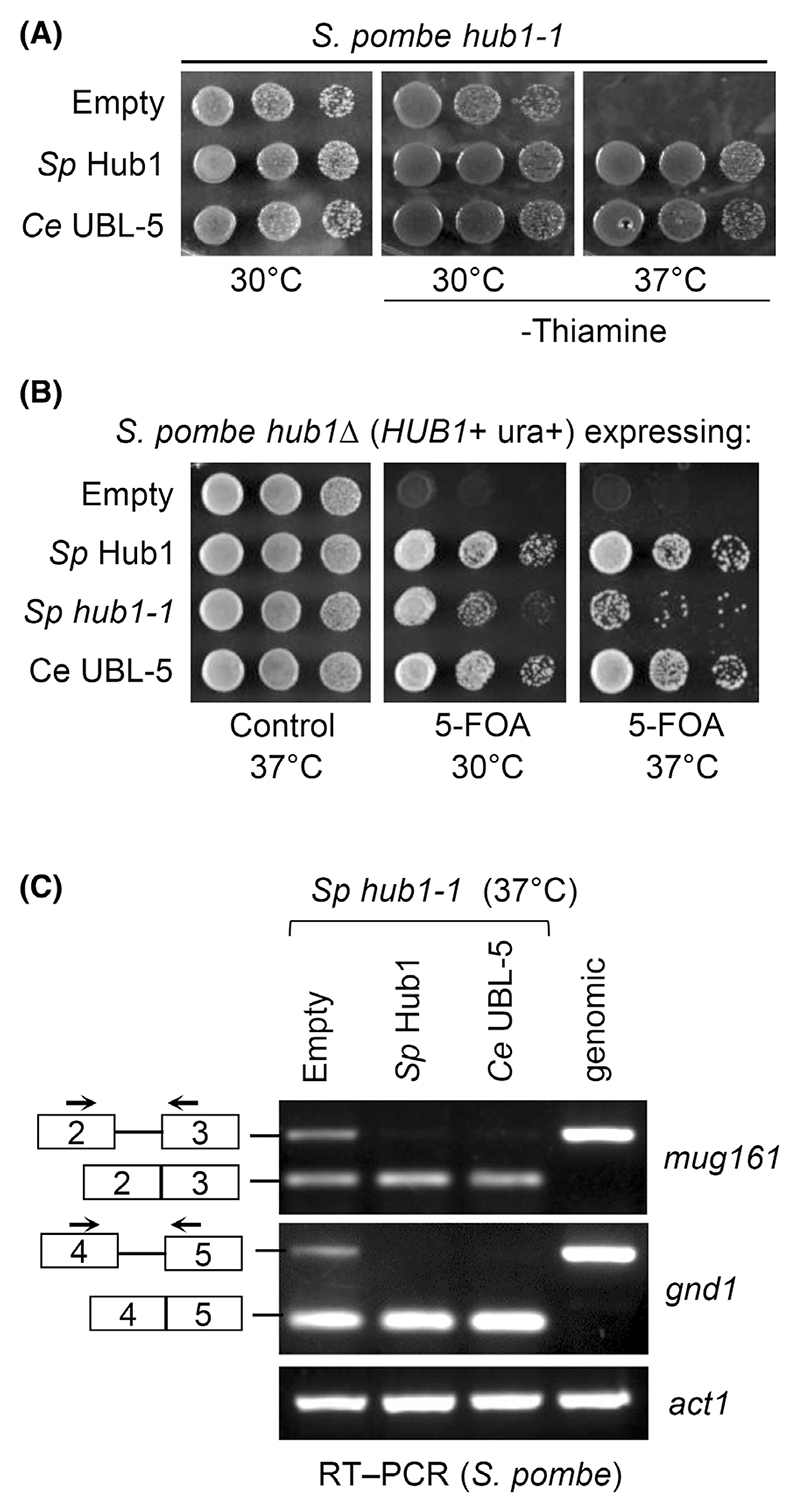
*Caenorhabditis elegans* UBL-5 complements growth and splicing defects in *Schizosaccharomyces pombe hub1 mutant*. (A) Rescue of temperature sensitivity in *S. pombe hub1-1* cells by *C. elegans* UBL-5. A construct expressing *S. pombe hub1* was used as the positive control. The proteins were expressed from the weak *nmt81* promoter. Five-fold serial diluted cells were spotted on the indicated media, followed by incubation at 30 and 37 °C for 4 days. (B) *C. elegans* UBL-5 complements *S. pombe hub1Δ* lethality. Lethality in *S. pombe hub1Δ* cells was rescued by expressing *S. pombe* Hub1 and *C. elegans* UBL-5 at 30 and 37 °C. Five-fold serial diluted cells were spotted on control or FOA-containing plates followed by incubation at 30 and 37 °C for 4 days. Plasmids were expressed from the weak *nmt81* promoter. (C) Rescue of splicing defects in *S. pombe hub1-1* cells by *C. elegans* UBL-5. *S. pombe hub1-1* mutant showed accumulation of intron-containing transcripts for *mug161 and gnd1*. UBL-5 complemented the splicing defect to an extent similar to *S. pombe* Hub1. Block diagrams represent exons and introns. Primers are depicted as arrows. The PCR bands with genomic DNA template show the size expected from pre-mRNAs.

## Abbreviations

AS: alternative splicing
BPS: branch-point sequence
CBs: Cajal bodies
Co-IP: co-immunoprecipitation
HIND: Hub1 interaction domain
hnRNP: heterogeneous ribonuclear protein
SL: splice leader
snRNAs: small nuclear RNAs
SR: ser/arg proteins
SS: splice-site
UPRmt: mitochondrial unfolded protein response.

# Supplementary material for: The ubiquitin-like protein Hub1/UBL-5 functions in pre-mRNA splicing in Caenorhabditis elegans
**Source:** FEBS Lett. Author manuscript; Available in PMC 2024 Mar 26.
**Supplement:** Supplementary material

**Supplementary Material**

**The ubiquitin-like protein Hub1/UBL-5 functions in pre-mRNA splicing in *Caenorhabditis elegans***

Kiran Kumar Kolathur, Pallavi Sharma, Nagesh Y. Kadam, Navneet Shahi, Ane Nishitha, Kavita Babu, and Shravan Kumar Mishra

*Hs* Snu66-HIND

*Sc* Snu66-HIND-I

*Sc* Snu66-HIND-II

*Sp* Snu66-HIND

*Ce* SART-1-HIND

*Ce* PRP-38-HIND

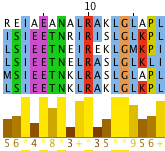

301

318

11

28

7

24

38

55

53

118

70

135

**Supplementary Fig S1**. **Snu66-HIND protein sequence alignment across the organisms.** Clustal Omega multiple sequence alignment of Snu66-HINDs from different organisms. Numbers indicate the positions of amino acids. *Hs, Homo sapiens; Ce, Caenorhabditis elegans; Sp, Schizosaccharomyces pombe; Sc, Saccharomyces cerevisiae*. The alignment visualized with Jalview [39].

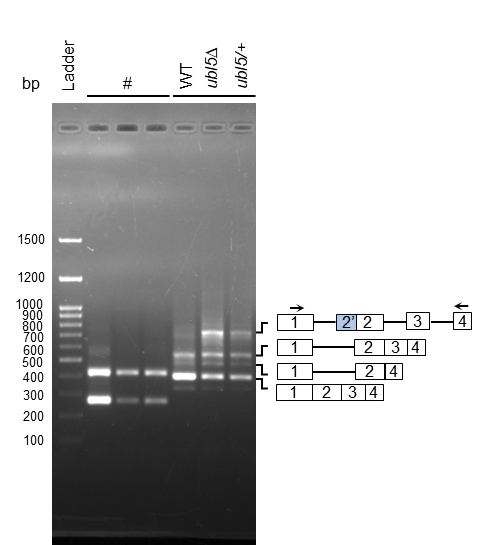

RT–PCR

Pre mRNA 751 bp

Isoform 1 559 bp

Isoform 2 492 bp

Isoform 4 410 bp

*tos-1*

**Supplementary Fig S2**. **Semi-quantitative RT-PCR reveals the accumulation of intron-containing *tos-1* transcripts in *ubl-5* mutants**. The experiment is similar to Fig. 3f. The uncropped gel image of Fig. 3f is shown. #, Unrelated samples.

**Supplementary Table S1**. ***C. elegans* UBL-5 interacts with splicing factors.** The sum of intensity of total peptides for the identified proteins in mass spectrometry. 3xFlag-UBL-5 expressing *C. elegans* cells were immunoprecipitated using anti-FLAG antibody, Co-IP proteins were subjected and analyzed by mass spectrometry. *Ce*, *Caenorhabditis elegans; Hs, Homo sapiens*; *Sc, Saccharomyces- cerevisiae*. – indicates absence of detection.

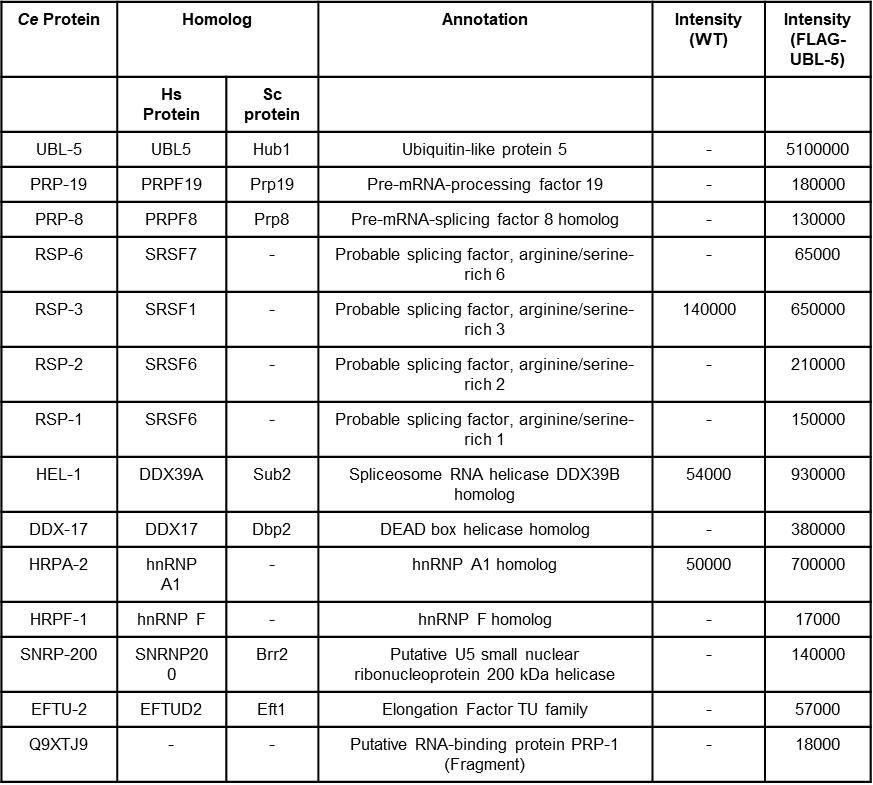

**Supplementary Methods**

**Yeast two-hybrid assay**

All the constructs used in the yeast two-hybrid interaction assays are listed (Table S5). UBL-5 was fused to the DNA binding domain of the pGBDUC1 vector that carries the URA3 selection marker. The HIND domain of SART-1 was cloned with the activation domain of the Gal4p containing vector pGADC1 having a LEU2 selection marker. These constructs were co-transformed (PJ69-7a strain was used) and plated on SC-Leu-Ura plates and incubated for 2-3 days at 30°C. The selected transformants were five-fold serial diluted and spotted on SC-Leu-Ura and SC-Leu-Ura-His plates.

**GST pull-down assay**

In case of *C. elegans* UBL-5-SART-1 interaction, bacterial purified recombinant GST and GST- SART-1(HIND) proteins were individually mixed with 6xHis-UBL-5 protein. The mixture was incubated for 2 hr at 4°C on slow speed rotator. Around 50 µl of pre-washed glutathione (GSH) agarose beads were added to each tube separately and incubated for 1 hr at 4°C on slow speed rotator. After binding with beads, unbound soluble fraction was washed away by centrifugation at 3000 rpm, 4°C for 2-3 min. Later, beads were washed three times with wash buffer 1 (1X PBS with 15% glycerol, 0.5% triton X-100) and finally with wash buffer 2 (without triton X-100). The supernatant was discarded thoroughly using a vaccusip, both inputs (~10%), as well as pull-down proteins, were extracted by heating at 65°C for 10 min in the presence of 30 μl HU buffer (8M urea, 5% SDS, 200 mM Tris pH 6.8, 1mM EDTA, bromophenol blue, and 1.5% DTT). After centrifuging it at 14,000 rpm, 5 min, room temperature; 20 μl of eluted proteins were loaded on NU-PAGE, and pull-down proteins were analyzed by staining the NU-PAGE gel.

**GST pull-down assay using bacterial lysate**

*E. coli* BL21 (DE3) cells were transformed with GST, GST-PRP-38 (HIND), and 6xHis-UBL-5 expressing clones. The selected transformants were cultured at 37°C overnight. These cultures were used as an inoculant for 10 ml of secondary culture starting at OD600 _nm_ of 0.2. *E. coli* cells reached OD 600_nm_ at 0.6-0.8 and were induced with 1 mM IPTG overnight at 16°C. The cells pelleted at 6000xg, 10 min at 4°C were resuspended in 1 ml of B-PER reagent (with 1 mM PMSF, protease inhibitor cocktail solution). Cell pellets were lysed for 10 minutes at RT with intermittent shacking. Lysates were centrifuged at 5000 rpm, 10 min at 4°C, and collected supernatant. The supernatants of GST, 6xHis- UBL-5 and GST-PRP-38 (HIND), 6xHis-Ce UBL-5 were mixed separately for 1 hr at 4°C. 1/10th of the sample mixture was used as input control. 100 µl of pre-washed GSH-beads were added to tubes and mix for 1 hr at 4°C with continuous shaking. Further samples were centrifuge at 3000 rpm for 3 min at 4°C, collected beads were washed 2 times with 1XPBS + glycerol (with 1 mM PMSF), 1 time with 1XPBS + 0.1% triton-X + glycerol (with 1 mM PMSF), and 1 time with 1XPBS + glycerol (with 1 mM PMSF). Finally, the supernatant was discarded thoroughly using vaccusip, pull-down proteins were extracted by heating at 65°C for 10 min in the presence of 50 μl HU buffer. After centrifuging it at 14,000 rpm, 5 min at room temperature; 20 μl of eluted proteins were loaded on NU-PAGE, and pull-down proteins were analyzed by staining the NU-PAGE gel.

**Complementation experiments in *S. pombe***

Preparation of *S. pombe* competent cells, transformation, was performed according to the published protocols for *S. cerevisiae* [40,41]. For the complementation experiment, *S. pombe* cells were transformed with expression constructs containing weak thiamine-repressible promoter *nmt81,* and selected transformants were five-fold serial diluted and spotted on selective agar plates until growth was observed. The absence of thiamine induces the promoter and 5μg/ml of thiamine was used to repress the promoter. In the case of *S. pombe hub1Δ* cells, a *URA4*-bearing plasmid expressing WT *S. pombe* Hub1 was shuffled-out by counter-selection with 5-fluoroorotic acid (FOA; Zymo Research) (1.0 g/L of media) was used in agar plates. Plasmids were expressed from the weak *nmt81* promoter [42].

**Expression and purification of recombinant proteins in *E. coli***

*E. coli* BL21(DE3) cell pre-cultures were inoculated in 50 ml antibiotic-containing LB media and cultured at 37^o^C overnight. These cultures were used as an inoculant for larger volumes starting at OD600_nm_ of 0.2. *E. coli* cells reached OD600_nm_ at 0.4-0.5 were induced with 1 mM IPTG for 3-5 hrs at room temperature.

For GST-fusion proteins, the cells pelleted at 6000xg, 10 min, at 4^o^C were resuspended in 40 ml of lysis buffer (with 1 mM PMSF, 200 µl protease inhibitor cocktail solution, 0.1 µl/ml nuclease) and treated with lysozyme on ice for 30 min. Followed by sonication (10-15 amplitude, 10 second on sonication &10 second on cooling), lysates were centrifuged at 5000 rpm for 10 min at 4^o^C. The supernatants were loaded onto Glutathione Sepharose beads (Qiagen) and incubated for 60 min on ice with continuous shaking. It is transferred to the column (10 ml capacity) and subsequently, columns were washed 3-4 times with 10 ml of lysis buffer, 2 times with 10 ml of high salt buffer (with 300 mM NaCl), once with 10 ml of detergent buffer (with 1% triton X-100) and finally with 10 ml of PBS. Finally, proteins were eluted with 500 µl of GST elution buffer. Total 6 such fractions were eluted; protein concentration was measured and SDS PAGE was performed to analyze the purity of the purification. The eluted was dialyzed against PBS (0.1 mM DTT + 0.2 mM PMSF) for 2-3 hrs at 4^o^C and later shifted to glycerol-containing PBS buffer for 16 hrs (0.1 mM DTT + 0.2 mM PMSF + 10% glycerol) prior to freezing in liquid N_2_ and storage at -80^o^ C.

For purification of insoluble 6xHis-tagged fusion proteins, denaturing conditions were applied for its purification. *E. coli* cells were harvested (as above), cell pellets were dissolved in Ni-NTA lysis buffer, and lysozyme digestion and sonication were performed (as above). After centrifugation, pellet fractions were washed with 1xPBS and resuspended in high urea buffer (8M urea + 1XPBS) for 2-3 hrs at 37^o^C. Cleared lysates after centrifugation were incubated with Ni-NTA agarose beads (Qiagen) for 1 h at 4^o^C. Followed by 4-5 times washing with 10 ml of wash buffer (20 mM imidazole, 8M urea in 1xPBS), Finally, affinity matrix-bound proteins were eluted with 500 µl of Ni-NTA elution buffer with 8M urea. Total 6 such fractions were eluted. The eluted was dialyzed against 1x PBS with 4M urea for 1 hr at 4^o^C, shifted to 1x PBS with 2M urea for 1 hr at 4^o^C and later shifted to glycerol-containing PBS buffer for 16 hrs (0.1 mM DTT + 0.2 mM PMSF + 10% glycerol). Dialysed samples were analyzed and stored as above.

**RNA isolation and RT-PCR**

RNA isolation and cDNA synthesis was carried out as described earlier [43]. Briefly, cells were grown at 30°C until OD600_nm_ around 5 (37°C temperature shift for 15 minutes was carried out). Yeast cells were harvested by a rapid filtration process, total RNA extraction was carried by hot acid phenol method and clean-up of RNA was carried out by the Zymo-Spin II column (Zymo Research). 3µg total RNA converted to cDNA using random hexamer primers (Invitrogen) and reverse transcriptase (RT) at 42°C for 16 hours. Using specific primers listed (Table. S6), RT-PCR assays were carried out, and the analysis of PCR and the products by agarose gel electrophoresis.

### *C. elegans* strains

Strains were maintained at 20^o^C, as described previously [44]. The strains used in this study are the Bristol N2 strain that was used as the WT control strain and the *ubl-5(gk3358*) was used as the mutant strain (VC3368 from CGC, 3X outcrossed).

The *ubl-5 (gk3358)* allele is a homozygous lethal deletion and is balanced by bli-4- and GFP-marked translocation. Heterozygotes are WT with pharyngeal GFP signal and segregate WT GFP, arrested hT2 aneuploids, and non-GFP *gk3358* homozygotes (early larval arrest). Homozygous hT2[bli-4 let-? qIs48] is inviable.

### Co-immunoprecipitation (Co-IP) assays using worm lysates

Worms from plates were washed thrice with M9 buffer and transferred to a 1.5 ml microcentrifuge tube, the supernatant was discarded, and cell pellets were dissolved in 0.4 ml *C. elegans* HEPES lysis buffer per plate of worms (PMSF, protease inhibitor, phosphatase inhibitor). Further froze in liquid nitrogen and stored -80^o^C and lysates were transferred to steel dounce homogenizer on ice, stroked 30-40 times. Further lysates were subjected to homogenization using mortar and pestle. Around 0.2 ml of lysis buffer (volume of 1.5X lysis buffer with protease inhibitors) to each gram of adult/embryo. The worm lysate was centrifuged for 10 minutes at 5000 rpm at 4^o^C. Protein concentration was estimated using bradford reagent. The experiment was as described previously [16,45]. (Note: HEPES buffer with 0.5% triton x-100 was used in washing steps).

Destained gel to a clear background so that bands can be easily seen and excised gel band is placed into a microcentrifuge tube with some sterile double distilled water.

**Methods for Protein Sequence Analysis by LC-MS/MS performed by Harvard Medical School, Taplin Mass Spectrometry Facility, Boston, MA.**

Excised gel bands were cut into approximately 1 mm^3^ pieces. Gel pieces were then subjected to a modified in-gel trypsin digestion procedure [46]. Gel pieces were washed and dehydrated with acetonitrile for 10 min. followed by removal of acetonitrile. Pieces were then completely dried in a speed-vac. Rehydration of the gel pieces was with 50 mM ammonium bicarbonate solution containing 12.5 ng/µl modified sequencing-grade trypsin (Promega, Madison, WI) at 4ºC. After 45 min., the excess trypsin solution was removed and replaced with 50 mM ammonium bicarbonate solution to just cover the gel pieces. Samples were then placed in a 37ºC room overnight. Peptides were later extracted by removing the ammonium bicarbonate solution, followed by one wash with a solution containing 50% acetonitrile and 1% formic acid. The extracts were then dried in a speed-vac (~1 hr). The samples were then stored at 4ºC until analysis.

On the day of analysis, the samples were reconstituted in 5 - 10 µl of HPLC solvent A (2.5% acetonitrile, 0.1% formic acid). A nano-scale reverse-phase HPLC capillary column was created by packing 2.6 µm C18 spherical silica beads into a fused silica capillary (100 µm inner diameter x ~30 cm length) with a flame-drawn tip [47]. After equilibrating the column each sample was loaded via a Famos auto sampler (LC Packings, San Francisco CA) onto the column. A gradient was formed and peptides were eluted with increasing concentrations of solvent B (97.5% acetonitrile, 0.1% formic acid).

As peptides eluted, they were subjected to electrospray ionization and then entered into an LTQ Orbitrap Velos Pro ion-trap mass spectrometer (Thermo Fisher Scientific, Waltham, MA). Peptides were detected, isolated, and fragmented to produce a tandem mass spectrum of specific fragment ions for each peptide. Peptide sequences (and hence protein identity) were determined by matching protein databases with the acquired fragmentation pattern by the software program, Sequest (Thermo Fisher Scientific, Waltham, MA) [48]. The sum intensity is the summation of the peak heights for each peptide matched to a protein. All databases include a reversed version of all the sequences and the data was filtered to between a one and two percent peptide false discovery rate.

Those data (Table S1 and S2) were a qualitative comparison of protein levels between the control and UBL5 co-IP samples based on the number of peptides and the intensity values.  The sum intensity values for each protein are the summation of all the peaks (peak heights or peak intensities) of all the peptides matched to that protein. Based on the total signal, splicing factors enriched in UBL5 IP are shown in Table S1. In Table S2, S14 refers to WT, and S15 refers to Flag-UBL-5 samples. Table S2 represents all the proteins detected by the mass spectrometer.

***C. elegans* RNA isolation**

*C. elegans* were grown on OP50 containing plates for mixed stage populations of worms. The worms were harvested by washing with an M9 buffer in a microcentrifuge tube. Centrifuging at 14,000 rpm pelleted the worms down. The worms were washed 2-3 times to get rid of OP50. For stage, specific RNA isolation worm populations were first synchronized by bleaching the worms, and then the worms are collected at different time points to collect L1, L2, L3, L4, and adult worms. The RNA isolation performed similar to above [43].

**Quantitative PCR**

The total RNA was extracted using Trizol from wild-type worms in a stage-specific manner by Qiagen RNA easy kit as per the manufacturer’s instructions. cDNA synthesis (from 50ng of total RNA) was performed using the Roche Transcriptor high fidelity cDNA synthesis kit (Roche; # 05081955001). qPCR reactions were performed using the SYBR real-time PCR kit. qPCR was done using Roche LightCycler 480. Ct values were calculated using Δ C_t_ = (Ct_GOI_ – Ct_HG_) with the Roche software. Fold expression is considered as 2^-△Ct^. GOI indicates the gene of interest, and HG indicates the housekeeping gene, *act-1*. The transcript level of *ubl-5* was compared using the housekeeping gene, actin as a reference. Real-time experiments were biological replicates performed in triplicate.

**cDNA preparation and RT-PCR Experiment:** cDNA preparation was done using the protocol described by the Verso cDNA synthesis kit (AB-1453/B). For this, an RNA equivalent of 800 ng/µl was reverse transcribed using a combination of random hexamers and oligo(dt) primers. As this kit has an in-built DNase enzyme, inactivation at 95^o^C was done for 2 minutes after incubation at 42^o^C for 30 minutes.

For Reverse Transcription-PCR, RedTaq Jumpstart polymerase (R2523- Sigma Aldrich) was used to amplify the cDNA (800ng per 10µl reaction). Gene-specific primers for the targets were used with the housekeeping gene control (Table. S6).

***ubl-5* rescue experiments**

The *ubl-5* genomic DNA was cloned into the pPD49.26 vector backbone. The *ubl-5* mutant line was used for transforming the *ubl-5* genomic DNA construct. The Transformations were performed using microinjections as described previously [49]. The rescue constructs were injected in concentrations of 10–20 ng/μl. p*myo-2*::mCherry (2 ng/μl) was used as a co injection marker. The transformed animals were then grown for 3 generations on OP50 bacteria-containing plates. For performing the rescue experiment single adult *C. elegans* were transferred to a fresh OP50 containing plate and allowed to lay progeny. After 24 hours, the worm was transferred to a fresh plate and the number of live progeny present on the previous plate was counted. A similar process was repeated for 3 days. Similarly, we counted the number of progeny for WT, *ubl-5/+,* and *Δubl-5* worms.

The strain used for rescue experiments is the *ubl-5 (gk3358)* worms. The *ubl-5 (gk3358)* worms lay progeny with the *ubl-5/+* and *ubl-5* genotypes. We can easily identify the two genotypes with the help of fluorescent markers. After injecting the *ubl-5 (gk3358)* worms with the rescue plasmid, we looked for the *ubl-5* mutant worms which are viable even after the L3 stage and counted them.

This strain was provided by the *C. elegans* Reverse Genetics Core Facility at the University of British Columbia, which is part of the international *C. elegans* Gene Knockout Consortium.

### *C. elegans* splicing-sensitive microarray

The microarray experiment was carried out at the microarray facility of genotypic technology, Bengaluru, India (Agilent certified). RNA isolation was done as described previously [43]. Double-stranded cDNA was synthesized from 500ng each of total RNA using oligo dT primer tagged to a T7 polymerase promoter and reverse transcriptase at 40°C. Using in vitro transcription, cRNA was synthesized from double-stranded cDNA, during this process the dye Cy3 CTP (Agilent) was incorporated using Quick-Amp labeling Kit (Agilent, p/n5190-0442). Labeled cRNA was cleaned up by Qiagen RNeasy columns (Qiagen, Cat No: 74106) and quality was evaluated using the Nanodrop ND-2000. Fragmentation of labeled cRNA and hybridization was performed using the gene expression hybridization kit (In situ Hybridization kit, Agilent, Part Number 5190-0404). Hybridization onto an Agilent gene expression Microarray 8X60K was carried out in Agilent’s surehyb chambers at 65°C for 16 hours. The hybridized slides were washed using gene expression wash buffers and scanned using the microarray scanner (Agilent Technologies, Part Number G2600D). The array has been designed to study pre-mRNA splicing of Caenorhabditis elegans using 6,280 transcripts from the wormbase database. The array format is 8x60K, which comprises a total number of 62,976 probes, including replicated probes along with 1319 Agilent control probes. 

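Each deposited file holds 62976 spots, of which 1319 are control spots. The other spots carry 18213 probe names, and 17979 probes remained when names with the same probe sequence were joined. By name these belong to 6309 transcripts or genes, and 17868 of the probes matched a gene of the RefSeq table for WBcel235, which was used for names only.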

The array consists of exon, exon-ligated, intron, *trans*-splicing, and splice variant probes. Three replicates for WT and mutant samples were analyzed.

Outrons are indeed the 5’ untranslated regions that end in SL1 *trans*-splice sites and should be explicitly used in this context. SL2 *trans*-splicing, is reserved for splicing downstream genes in polycistronic pre-mRNAs derived from cotranscribed gene clusters or operons. For looking at the SL2 *trans*-splicing, we have used a 60 bp sequence, 30 bp upstream and 30 bp downstream of the *trans* splice site of the candidate gene as a probe.

The source of the sequence is from the wormbase. Along with the Genotypic Technology Pvt. Ltd. Bangalore, we have custom designed our own microarray, and the Agilent Technologies International Pvt Ltd, India, pinned microarray probes.

**Microarray Data Analysis**

Feature extracted raw data was examined using Agilent genespring GX software. Data normalization was carried out in genespring GX using the 75th percentile shift method and fold change values were acquired by analyzing the ratio of mutant samples with respect to specific wild-type samples. Significant genes up-regulated fold> 1 (logbase2) and down-regulated <-1 (logbase2) were determined. Statistical student T-test p-value among the replicates was calculated based on the volcano Plot Algorithm. 

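Run on the same values, with the fold against the WT median, the methods' t-test and at least 2-fold gave 132 SV targets, 106 outron targets and 12 IC targets. After Benjamini-Hochberg adjustment and without the fold criterion it called 50 SL1 junction probes and 18 SL2 junction probes.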

Heatmaps were generated considering entity-wise clustering by using Agilent genespring GX software.

Normalization of the data was done in GeneSpring GX using the 75th percentile shift method for the individual array. After 75tth percentile normalization, the normalized values are used for fold calculation of Fold expression values. We have experimented with replicates for WT and mutant samples. The fold expression values for WT and mutant were obtained as follows: 1. The median of 75th normalized expression values of WT replicate samples is calculated for each probe. The 75th normalized expression value of each probe in the individual WT sample is subtracted by the median calculated value of WT samples to obtain the fold expression value. We got the individual expression values for all three WT samples for all the probes in the array, and the geometric mean of fold values is calculated for all the WT replicates. 2. The 75th normalized expression value of each probe in the individual mutant sample is subtracted by the median calculated value of WT samples to obtain the fold expression value. We obtained the individual expression values for all mutant samples for all the probes in the array, and the geometric mean of fold values is calculated for all the mutant replicates. The complete data is included (Table. S10).

**Supplementary Table S3 *S. pombe* strains used in this study**

| **Strain** | **Relevant genotype** | **Reference** |
| --- | --- | --- |
| SP10 | PEM2 *hub1-I42S::Nat-NT2* | [45] |
| SP13 | *JY741 Δhub1::aur1R pUR19-hub1+* | [12] |

**Supplementary Table S4 *S. cerevisiae* strain used in this study**

| **Strain** | **Relevant genotype** | **Reference** |
| --- | --- | --- |
| PJ69-7A | *trp1-901 leu2-3,112 ura3-53 his3-200 gal4 gal80 GAL1::HIS3 GAL2- ADE2 met2::GAL7-lacZ* | [50] |

**Supplementary Table S5 Plasmid clones used in this study**

| **Plasmid No** | **Name** | **Description** | **Reference** |
| --- | --- | --- | --- |
| D121 | pREP81x*-Ce ubl-5* | *C. elegans ubl-5* in pREP81X | This study |
| D122 | pREP81x-*Sp hub1* | *S. pombe hub1* in pREP81x | This study |
| D123 | pGBDUC1-*Ce ubl-5* | *C. elegans* *ubl-5* in pGBUC1 | This study |
| D127 | pET28a-*6xHIS-Ce ubl-5* | *C. elegans* *ubl-5* in pET28a | This study |
| D150 | pGEX-5x-1*-* SART-1(HIND) | *C. elegans* HIND (aa 1-80) in pGEX-5x-1 | This study |
| D151 | pGADC1-*Ce sart-1(HIND)* | *C. elegans* HIND (aa 1-80) in pGADC1 | This study |
| D163 | pGBDUC1*-Ce* UBL-5(D22A) | *C. elegans* UBL-5(D22A) in pGDAC1 | This study |
| D169 | pGEX-5x-1*-Ce prp38(HIND)* | *C. elegans* HIND (aa 291-320*)* in pGEX-5x-1 | This study |
| D172 | pGADC1-*Ce* SART-1 (HINDR62A) | *C. elegans* HIND-R62A *in* pGADC1 | This study |
| D174 | pREP81x*-hub1I42S* | *S. pombe hub1-I42S* in pREP81x | This study |
| D280 | pPD49.26-3XFLAG*-Ce ubl-5* | *C. elegans ubl-5 in pPD49.26* | This study |

**Supplementary Table S6. List of primers used in this study (F-forward primer; R-reverse primer) (Int-intron; Ex-exon)**

| **Number** | **Name** | **Sequence (5’-3’)** |
| --- | --- | --- |
| SKM_PR 13 | *act1* F | CCCCTAGAGCTGTATTCCC |
| SKM_PR 14 | *act1* R | CAGTGGTACGACCAGAGG |
| SKM_PR 1235 | *gnd1 exon 4 F* | CCGTACAACTTCCAGAGTTGACGAG |
| SKM_PR 1236 | *gnd1 exon 5 R* | CAAATTCCTCAAGGGAGTGAGCACC |
| SKM_PR 1463 | *mug161 Ex2 F* | CAAGCGTACAACTAGTGCGG |
| SKM_PR 1464 | *mug161 Ex3 R* | AATGGACTCTGGCAAACCAGC |
| Tos-1-F | *tos-1 F* | ATGATCTACGGATTCGAGTCGTCACCATC |
| Tos-1-R | *tos-1 R* | GAAGAAATCTTCCAGTCCGAAGGG |
| B0350.2b-F | *b0350.2b F* | TTCCAGAAGACGTCGAGCAAA |
| B0350.2b-R | *b0350.2b R* | ACCTTCGTGATCTTCATGTTG |
| SL1-F | *SL1-F* | GGTTTAATTACCCAAGTTTGAG |
| SL2-F | *SL2-F* | GGTTTTAACCCAGTTACTCAAG |
| Rps-3-R | *rps-3-R* | CTCTTTTGGACAACCGAGGTGAGC |
| Rla-1-R | *rla-1-R* | GGAAGAGACAGAAGTGATGAGG |
| Egal-1-R | *egal-1-R* | CTGCAAAAACTCGGTTAATC |
| Rpl-22 | *rpl-22-F (outron)* | AAATGAGTAGAGTTCTCGGC |
| Rpl-22 | *rpl-22-R* | AAGATCTTCGATTCTGAGAATTCC |
| Rps-22 | *rps-22-F (outron)* | GAAGTTTTTCACATACTTTTCTCG |
| Rps-22 | *rps-22-R* | GGACGGATGAGAACCTGAC |
| Gpd-2 | *gpd-2-F* | CTCCATCGACTACATGGTCTACTTG |
| Gpd-2 | *gpd-2-R* | AGCTGGGTCTCTTGAGTTGTAGAC |

**Supplementary Table S7 List of primers used in this study specifically for *C. elegans* (F-forward primer; R-reverse primer) (Int-intron; Ex-exon)**

| BTL9 | UBL-5 | CGCGGATCCATGATTGAAATCACA  GTAAACG | Cloning BamH1-F | pET28a |
| --- | --- | --- | --- | --- |
| BTL10 | UBL-5 | GCGTCGACTCATTGGTAGTAGAGCTCG | Cloning  SalI-R | pET28a |
| BTL11 | SART-1 | CGCGGATCCATGTCTTCCAAATACTC | Cloning BamH1-F | pGEX-5x |
| BTL12 | SART-1 | GCGTCGACTCAAGCATCACGTTCC | Cloning  SalI-R | pGEX-5x |
| BTL13 | UBL-5 | CGGGATCCATGATTGAAATCACAGTAAACG | Cloning  BamH1-F | pGADC1 |
| BTL14 | UBL-5 | AACTGCAGTCATTGGTAGTAGAGCTCG | Cloning  PstI-R | pGADC1 |
| BTL15 | SART-1 | CGGGATCCATGTCTTCCAAATACTCA | Cloning  BamH1-F | pGBDUC1 |
| BTL16 | SART-1 | AACTGCAGTCAAGCATCACGTTCC | Cloning  PstI-R | pGBDUC1 |
| BTL31 | *ubl-5* | AATCCCTCGTGAATCTCGTAATCCAT | Genotyping External-F |  |
| BTL32 | *ubl-5* | TTCAAATCTCACCGTGTTCCAG | Genotyping Internal-F |  |
| BTL33 | *ubl-5* | GCAAGTGTGAAACGCTATGTTC | Genotyping External-R |  |
| PS305 | *ubl-5* | ATGATTGAAATCACAGTAAACGATCG | qPCR |  |
| PS306 | *ubl-5* | TAGAGCTCGAAATTGAATCCCTCG | qPCR |  |
| PS422 | *ubl-5*  gDNA | AATTAGGTACCTTGGTAGTAGAGCTCG  AAATTGAATC | Cloning  KpnI-R | pPD49.26 |
| PS423 | *ubl-5*  gDNA | AATTTACCTGCAGGGACTCTCCAGAA  GAAACTTCA | Cloning  SbfI-F | pPD49.26 |

# Supplementary References

39. Waterhouse AM, Procter JB, Martin DMA, Clamp M, Barton GJ. Jalview Version 2--a multiple sequence alignment editor and analysis workbench. Bioinformatics. 2009;25:1189–91.

40. Janke C, Magiera MM, Rathfelder N, Taxis C, Reber S, Maekawa H, et al. A versatile toolbox for PCR-based tagging of yeast genes: New fluorescent proteins, more markers and promoter substitution cassettes. Yeast. 2004;21:947–62.

41. Knop M, Siegers K, Pereira G, Zachariae W, Winsor B, Nasmyth K, et al. Epitope tagging of yeast genes using a PCR-based strategy: More tags and improved practical routines. Yeast. 1999;15:963–72.

42. Sajeevan A, Pandian R, Mishra SK. Vectors with a flexible multiple cloning site and modular epitope tags for gene expression studies in Schizosaccharomyces pombe. Gene Reports [Internet]. 2022;29:101681. Available from: https://www.sciencedirect.com/science/article/pii/S2452014422001893

43. Inada M, Pleiss JA. Genome-wide approaches to monitor pre-mrna splicing. 2nd ed. Methods Enzymol. Elsevier Inc.; 2010.

44. Brenner S. The genetics of Caenorhabditis elegans. Genetics. 1974;77:71–94.

45. Thakran P, Pandit PA, Datta S, Kolathur KK, Pleiss JA, Mishra SK. Sde2 is an intron‐specific pre‐ mRNA splicing regulator activated by ubiquitin‐like processing . EMBO J. 2018;37:89–101.

46. Shevchenko A, Wilm M, Vorm O, Mann M. Mass spectrometric sequencing of proteins silver-stained polyacrylamide gels. Anal Chem. United States; 1996;68:850–8.

47. Peng J, Gygi SP. Proteomics: the move to mixtures. J Mass Spectrom. England; 2001;36:1083–91.

48. Eng JK, McCormack AL, Yates JR. An approach to correlate tandem mass spectral data of peptides with amino acid sequences in a protein database. J Am Soc Mass Spectrom. United States; 1994;5:976–89.

49. Mello CC, Kramer JM, Stinchcomb D, Ambros V. Efficient gene transfer in C.elegans: Extrachromosomal maintenance and integration of transforming sequences. EMBO J. 1991;10:3959–70.

50. James P, Halladay J, Craig EA. Genomic Libraries and a Host Strain Designed for Highly Efficient Two-Hybrid Selection in Yeast. Genetics. 1996;144:1425–36.

How the deposited data were processed for this re-analysis (not part of the article)

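RNA of L3-stage *ubl-5* mutant and WT worms was measured on 8 arrays of a custom Agilent design, 5 of mutant and 3 of WT worms. The sample labels give the mutant arrays the numbers 1 to 4, with 2 arrays for number 3, which were averaged to 1 sample. The exceptions are the 5 mutant arrays as separate samples and the blocks for the label suffix and the row of the slide. These fits took all 8 arrays as separate samples, so the 2 arrays of mutant 3 count there as independent. The arrays carry Cy3 only. The authors scanned the slides and deposited the output of Agilent Feature Extraction, which holds a signal intensity for each spot after background correction by that program. The authors also deposited a table of log2 values, which correlated with the scanner values of its own arrays at r of 0.970 to 0.996 and was used as an alternative only. The medians of its columns lie between -2.00 and -1.54, and its 75th percentiles lie at 0 within 0.01, which fits a 75th percentile shift of each array without centring by probe.

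From the processed signal intensity, the log2 was taken and the 75th percentile over all probes that are not controls was subtracted for each array. Control spots and spots with an outlier flag were left out, and spots of the same probe were averaged. A probe was tested when it was well above background on at least 3 of the 8 arrays, which left 14323 probes. The arrays give no count or depth, and their number limits the precision. Signals near the background limit the outron and IC probes most.

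The class of a probe was taken from its name. Probes of the pre-mRNA were taken as IC where the gene has an SL2 junction probe and as outron otherwise. In total 17868 of 17979 probes matched a gene in the RefSeq table of the assembly WBcel235, which was used for names only, because the files name no genome build. No coordinates are given for that reason. Intron and exon probes are not told apart by their names, so the planned counts of intron probes, of exon probes and of introns relative to the mature transcript were not made. In their place, numbered probes were sorted with a logistic classifier in scikit-learn, trained on the sequence composition of outron and IC probes against EL probes. A numbered probe was called outron-like at a probability above 0.9 and exon-like below 0.1. The area under the ROC curve in cross-validation with 5 folds was 0.987. The array has no probe of *ubl-5*, *sart-1*, *prp-38*, *hsp-6*, *rsp-2*, *rsp-3*, *rsp-6*, *rla-1* or *gpd-2*, which are not analysed here.

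Mutant and WT samples were compared with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend) and p-values were adjusted by the Benjamini-Hochberg method over all tested probes, at a threshold of 0.05. Fits relative to the mature transcript used the difference of 2 probes within each array. Gene values are the mean of the tested EL probes of a gene. Each probe class and each of 25 gene lists fixed before the data were examined was compared with all other probes or genes with camera at a preset correlation of 0.01, and again with an estimated correlation. A test with fry asked whether its members moved, on balance, one way, without comparing them with other probes or genes. Of these lists, 23 had a measured member, while none of the vitellogenins or core histones was measured. Medians of the classes were tested over the 35 splits of the samples, with an exact permutation test. Where a group was not well above background on any array, a fold is given as a bound. It is the mean of the bright group against, for each array of the dim group, the higher of the lowest signal called well above background and the probe's own signal. A bound relative to the mature transcript takes the same signals minus the partner's. After the shift, the lowest signal called well above background lies lower on the WT arrays than on the mutant arrays. Bounds on rises are therefore less cautious than bounds on falls. The rule below ranks by the fitted fold change, so the order among probes given with a bound, or against others, is not settled.

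The rule for the named genes was set before the data were examined. In each probe class and each relative fit it takes the 4 greatest rises and the 3 greatest falls past the test whose mutant samples all lie on the same side of all WT samples. In the gene fit it takes 10 rises and 10 falls. It adds every gene that the study names and up to 4 members of each gene list with the smallest p. The same rule was applied to the classes added later. The outron-like and exon-like classes, the numbered probes as a class, the fits of SV and outron-like probes relative to EL probes, the EL probes as a partner of outron and IC probes, the values within row 2 of the slide, the blocked values of the gene lists, the adjustment over a probe class alone and the counts of splits at an unadjusted p were chosen after seeing the data.

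Tested on simulated data with known changes, the probe fit (14323 probes) recovered 83% of 2-fold and 100% of 4-fold changes, with 7.58% false calls among its calls. The gene fit (3285 genes) recovered 100% and 99%, with 7.87% false calls, and the fit of outrons relative to SL1 junctions (292 pairs) recovered 81.6% and 100%, with 1.12% false calls. The simulation changed 200 probes, 200 genes and 97 pairs. In the data most EL probes and genes passed the test, so for probes and genes it says little about changes on that scale. The alternatives were normexp background correction with an offset of 50, quantile normalization, a shift by the median, no filter on dim probes, a filter on all 8 arrays, the 5 mutant arrays as separate samples, the methods' t-test, the deposited value table, a block for the label suffix, a block for the row of the slide, and leaving out each sample in turn. The classifier ran in Python 3.11.15 with scikit-learn 1.9.0, and the plots were drawn with matplotlib 3.10.9.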

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

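Of the tests below, those of the slide row on the outron probes, of the choice of genes with an SL1 junction probe, of the share of neurons and of the splits at an unadjusted p were chosen only after the result was seen.

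Outron probes were higher in the *ubl-5* mutant, which the deletion could explain through slower trans-splicing, and that explanation was not tested. The outron rose over the EL probes of its gene by a median of 0.50 (95% bootstrap interval over genes 0.36 to 0.66), above the bound of 0.2 set beforehand. This does not settle whether more RNA of the same genes explains the rise. EL probes as bright as the outrons had a median of 0.34, against 0.08 for all EL probes, so a narrower signal range could give part of the difference. The row of the slide stays open, since the median outron value with the row as a block, 0.53, rests on mutant 4 alone, the single mutant sample in a row with WT arrays. A narrower range of signals on the dimmer mutant arrays stays open, since outron probes lay 0.24 above EL probes of the same brightness, with an interval of 0.14 to 0.40 that includes the bound of 0.2 set beforehand. Of 35 splits of the samples, 1, the real one, gave as many changed outron probes (184, highest other 0). At an unadjusted p under 0.05 the real split also gave the most (191, highest other 132). This is the best rank that 35 splits allow, and the outron median gave an exact permutation p of 0.057 (two-sided). Chance is argued against by this rank but not excluded.

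Fewer SL1 junction probes than EL probes passed the test (8.2% against 68.4%), but this depends on the samples and the processing, with 59.7% against 84.7% under normexp, 41.5% against 55.6% with the row of the slide as a block and 64.1% against 62.2% within row 2, where the junctions moved down together (median -0.54). The fold changes of the junctions spread less than those of the EL probes in every setting (SD 0.30 against 1.01 in the main fit and 0.38 against 1.02 within row 2). The probes share the SL1 leader over part of their length, and RNA of other trans-spliced genes may bind it. The slope of the junction on the EL fold change was 0.056 (95% bootstrap interval 0.030 to 0.079), below the bound set beforehand. Since the junction fold changes spread so little, that slope had to be low, and it is no separate support. The correlation across genes was weak (r of 0.18). Log2 signals of the junctions also spread less across genes (SD 0.90 in WT against 2.50 for the EL probes). That genes with such a probe changed less is argued against, since the share of their EL gene values past the test was 1.02 times that of other genes (95% bootstrap interval 0.97 to 1.06). If other RNA binds the leader, the junction probes would say little about how much of a given transcript was trans-spliced, and this is a hypothesis found on these data. Chance cannot be excluded as the source of the 95 changed junctions, since their threshold is shared with all other probes (1 of 35 splits as large, highest other 0), and at an unadjusted p under 0.05 7 of 35 splits gave as many as the real one, up to 522 with mutants 1 and 2 and WT rep1 and rep2 on the same side, which points to a structure of the samples.

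Neuropeptide genes, which the study does not discuss, were higher in the mutant in 21 of 22 cases, a shift of the list that passed camera at a preset correlation (adjusted p = 4.9e-06) but not with an estimated one (adjusted p = 0.20), while 11 of 15 muscle genes, 5 of 5 cuticle collagens and 2 of 3 intestinal genes were lower. For the neuropeptide genes a narrower signal range is argued against, since they lay 1.36 above genes of the same brightness (95% bootstrap interval 1.06 to 1.67). The falls shrink on that comparison, from -0.56 to -0.22 for muscle, from -1.19 to -0.72 for collagen and from -1.26 to -0.68 for intestinal genes. A larger share of neurons in the RNA stays open. The median of the neuropeptide genes lay 1.03 above that of the synaptic genes (0.67 to 1.32). This comparison cannot decide, since its bound was set after both medians were seen. It also assumes that both lists are equally confined to neurons, which was not tested. A change in the kinds of neurons stays open. The row of the slide stays open too, since the median of 1.29 within row 2 comes from mutant 4 alone, so that the bound of 0.7 set beforehand does not decide, and the list does not pass there with an estimated correlation (adjusted p = 0.51). A change with the genotype or with the arrest at L3 also stays open and was not tested.

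The study shows EL probes in a heat map, and its text gives no count of genes from them. By these probes 1375 genes were higher and 1122 lower (1114 and 1011 with the row of the slide as a block, 1219 and 1092 within row 2), 977 and 1374 under median scaling, 1148 and 1291 under quantile normalization and 1949 and 918 under normexp. For this count of 2497, 1 of 35 splits, the real one, was as large (highest other 0). This is the best rank that 35 splits allow, so it argues against chance without excluding it.

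In 13 of 231 values tested, the highest or the lowest mutant sample stood apart from the other mutant samples, measured as the gap to the nearest of them over the range of the 4 samples, and chance gives about 1 in 20. Mutant 1 stood apart for the SV probe of *qui-1* (0.84), the SL1 junction of *egal-1* (0.89), the IC probe of *clpf-1* (0.88), a numbered probe of *C10A4.9* (0.89), and the gene values of *hach-1* (0.91), *unc-10* (0.92), *tnt-2* (0.88) and *abu-8* (0.93). Mutant 2 stood apart for an EL probe of *C23H5.8* (0.86) and mutant 3 for the gene value of *clec-60* (0.90). Mutant 4 stood apart for the IC region of *Y43F4B.10* relative to its junction (0.94) and for the gene values of *let-653* (0.91) and *etr-1* (0.86).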

How the results depend on the processing

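Of 224 gene and probe values in the text, 187 kept their sign under every alternative, 13 turned only between values that both miss the test, and 24 turned with the test passed on at least 1 side. Over all alternatives these values missed the test 86 times where they had passed it and passed it 46 times where they had missed it. A count was called changed when it moved by over 1.5 times, or when its majority direction turned and the share of higher calls moved by over 10 points, a rule loosened after its first output was seen. By it, counts and set tests not named below kept their call, but within these 10 points the majority turned under quantile normalization for EL probes (3356 higher, 3889 lower) and genes (1148 and 1291), under the median shift for IC probes (13 and 14, and 9 each with the filter on all 8 arrays) and without mutant 2 for SL1 junctions (40 and 41), and the near even exon-like probes (303 and 306) turned under several alternatives, quantile normalization (332 and 280) among them. The cause of the changes was not tested, apart from filters, thresholds and left-out samples, which change what is counted. Signal over background limits the outron and IC probes. The value table, the 5 mutant arrays as separate samples and the block for the label suffix changed no count or set call. The suffixes do not pair the samples, since deviations of arrays with the same suffix correlated between -0.15 and 0.17, and with that replicate block 184 changed outron probes became 172 and 2497 genes became 2465.

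Under normexp 688 SL1 junctions, 149 SL2 junctions, 236 outron pairs and 23 IC pairs changed, and the exon-like shift (0.047) passed. Under quantile normalization 203 SL1 junctions, 27 IC probes and 25 SL2 junctions changed, the SL1 (-0.18) and numbered (0.23) shifts passed and the SL2 shift (0.037) did not. Under the median shift 6943 EL probes, 319 SL1 junctions and 2351 genes changed, and the SL1 (-0.25) and numbered (0.036) shifts passed. With no filter on dim probes 434 SV, 862 outron, 136 IC and 302 outron-like probes changed, and 747 outron, 50 IC and 218 outron-like pairs, the EL (0.22), SL1 (-0.028) and numbered (0.74) shifts passed, the first 2 downward relative to the other probes, the SL2 shift (0.40) did not, and the IC shift turned to a rise (1.01). With the filter on all 8 arrays 113 outron and 86 outron-like probes changed, and 73 outron, 11 IC and 73 outron-like pairs. With the methods' t-test 50 SL1 junctions, 18 SL2 junctions and 11 IC pairs changed. With the row of the slide as a block 479 SL1 and 16 SL2 junctions, 13 IC pairs and 125 SV pairs changed, and within row 2, added after seeing the data, 739 SL1 and 31 SL2 junctions and 18 IC pairs. Under both the SL1 (-0.54) and numbered (0.31) shifts passed and the SL2 shift turned to -0.20. With EL probes as the partner 18 IC pairs changed. Adjusted over the class alone, added after seeing the data, 43 SL1 and 19 SL2 junctions changed.

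At the study's threshold 2875 EL, 134 SV, 108 outron, 16 SL1, 14 IC, 3 SL2, 567 numbered and 255 exon-like probes changed. Counted as distinct transcripts or genes there were 3467 EL, 550 numbered and 401 exon-like items. With an estimated correlation the shifts of SV (0.51), outron (0.60), SL2 (0.40) and outron-like (1.13) probes and of the neuropeptide (1.34), muscle (-0.56), collagen (-1.19), molting (-0.68) and oxidative phosphorylation (-1.06) lists no longer passed.

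Leaving out each sample in turn gave between 68 and 221 SL1 junctions, 20 and 115 SL2 junctions and 10 and 23 IC pairs. The median shift lay between -0.17 and 0.14 for SL1 junctions, passing without mutant 1 (-0.17) and without the unnumbered WT sample (-0.11), between 0.24 and 0.61 for SL2 junctions, which missed the test without mutant 1 (0.24), mutant 2 (0.32) or the unnumbered WT sample (0.33), between 0.055 and 0.090 for EL probes, which passed downward relative to the other probes without mutant 4, and between -0.62 and -0.54 for the ER unfolded protein response, which passed without mutant 3 (-0.62). Outron counts lay between 163 and 190.

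The sign turned under normexp for SV probes of *flp-23* (0.45) and *unc-80* (0.052), outrons of *alh-7* (0.18), *bcs-1* (0.49, relative 0.072) and *nhr-114* (0.17), outron-like probes of *C10A4.9* (0.37) and *C09G9.3* (0.44, relative 0.035), and the genes *rpl-22* (-0.0064), *rps-6* (-0.11), *lin-29* (0.35), *elt-1* (0.32), *lin-26* (-0.16) and *abu-8* (0.19). It turned under quantile normalization for the SL1 junction of *rpl-22* (0.086) and the genes *unc-44* (0.15), *ptb-1* (-0.020) and *ifb-2* (0.35), with no dim filter for *clec-234* (0.12), *tiar-1* (0.032) and *ifb-2* (0.33), with the filter on all arrays for *myo-2* (-0.92), and within row 2 for the SL1 junctions of *dve-1* (-0.53) and *hrpa-2* (-0.37) and for *myo-2* (-0.29).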

Differences from the paper's values

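At the study's criterion of at least 2-fold and an unadjusted p of at most 0.05, 131 SV targets changed, while the paper gives 41. Every alternative set before the data were examined also gave over 1.5 times the paper's count, the nearest being 62 under normexp background correction.

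For IC targets the count was 14, while the paper gives 9. The alternatives that come within 1.5 times of it are a filter on all 8 arrays (8), the 5 mutant arrays as separate samples (12), the methods' t-test (12), the deposited value table (13), the block for the label suffix (13), and leaving out mutant 1 (11), mutant 2 (13), mutant 3 (13), the unnumbered WT sample (12) or WT rep1 (13). Those that do not are normexp (5), quantile normalization (17), the median shift (14), no filter on dim probes (90), the row of the slide as a block (15) and leaving out mutant 4 (14) or WT rep2 (14).

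The paper describes the SL2 pre-mRNA probes as spanning the trans-splice site, while 77.4% of the 159 probes taken here as IC probes end in AG. It counts 1267 outron targets on the array, against 1101 here, while outron and IC probes together number 1275. At the study's criterion 108 outron targets changed here, and 122 with all of these probes taken as outron probes, while the paper gives 94. The class of a probe may thus differ from the paper's. It reports less trans-spliced *rps-3* and *egal-1* RNA in the mutant by RT-PCR, while the SL1 junction probe of *egal-1* on the array had a log2 fold change of 1.1 and that of *rps-3* one of -0.11 that did not pass. The gene value of *egal-1* from its EL probes was lower, at -0.51 (adjusted p = 1.8e-04 from limma), and the junction probes changed little even where the EL probes of the same gene changed much. The paper also sought *rps-22* and *rpl-22* RNA without trans-splicing by RT-PCR, and reports an accumulation for *rps-22* but names none for *rpl-22*. On the array the outron probes of both rose. That of *rps-22* had a log2 fold change of 2.23, and that of *rpl-22*, not well above background on any WT array, was at least 4.2-fold higher.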

Other observations

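The rises taken by the rule among gene values included members of the response to intracellular pathogens, *eol-1* (log2 fold change 5.35, standard error 0.08, adjusted p = 3.8e-14) and *pals-37* (5.19, standard error 0.12, adjusted p = 1.2e-12). Beside them stood *ddn-1* (6.98), *droe-8* (6.11, above background on 1 WT array), *Y2H9A.6* (5.16), *F08F1.4* (5.07) and the F-box gene *fbxa-158* (5.06), while *math-28*, *F42C5.3* and *F26D11.13* were at least 31.9-fold, 31.1-fold and 25.7-fold higher. Numbered probes of *math-17*, *pals-9* and *pals-11* were at least 62.8-fold, 72.6-fold and 27.5-fold higher. The falls included those of 3 genes of the propionate shunt, *acdh-1* (-3.63, standard error 0.13, adjusted p = 1.1e-10), *hphd-1* (-3.52, standard error 0.11, adjusted p = 1.9e-11) and *hach-1* (-3.19, standard error 0.07, adjusted p = 6.1e-13). They were joined by *chca-1* (-3.48), *C23H5.8* (-3.48), *F26G1.11* (-3.28), *F21C10.9* (-3.09), *T05E12.6* (-3.05), the S-adenosylhomocysteinase gene *ahcy-1* (-2.91) and *pmp-5* (-2.81). These pathways were seen among the leading genes and were not tested for enrichment.

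Of the 23 gene lists, 5 had shifted with camera at a preset correlation, and none of these calls held with an estimated correlation. Neuropeptide genes rose (21 of 22 higher, none lower, 21 adjusted over the list alone, median 1.34, adjusted p = 4.9e-06, and adjusted p = 0.20 with an estimated correlation), led by *nlp-14* (2.34), *flp-18* (1.91), *flp-21* (1.65) and *flp-11* (1.49). Muscle genes fell (11 of 15 lower, none higher, 11 adjusted over the list alone, median -0.56, adjusted p = 0.0062, then adjusted p = 0.34 with an estimated correlation), among them *dim-1* (-1.51), *pat-6* (-1.07), *unc-52* (-1.01) and *tnt-2* (-0.91). All 5 cuticle collagens fell, also adjusted over the list alone (median -1.19, adjusted p = 0.0095, then adjusted p = 0.20 with an estimated correlation), among them *sqt-3* (-2.16), *rol-8* (-1.22), *dpy-9* (-1.19) and *dpy-10* (-1.02). Of 9 molting genes 8 fell, also adjusted over the list alone (median -0.68, adjusted p = 0.0062, then adjusted p = 0.34 with an estimated correlation), led by *nas-37* (-2.1), *let-653* (-1.12), *acn-1* (-0.80) and *noah-1* (-0.69). All 8 genes of oxidative phosphorylation fell, also adjusted over the list alone (median -1.06, adjusted p = 0.0022, then adjusted p = 0.20 with an estimated correlation), among them *nuo-3* (-1.27), *nuo-2* (-1.24), *nuo-4* (-1.12) and *sdha-2* (-1.0). With the row of the slide as a block, and within row 2, the medians of these 5 lists were 1.29, -0.69, -1.12, -0.65 and -1.05, passing at the preset correlation but not with an estimated one (adjusted p between 0.19 and 0.44 with the block and adjusted p = 0.51 within row 2). Row 2 holds mutant 4 alone, which is assumed to vary like the other samples. Set beside genes of the same brightness, the medians of these 5 lists were 1.36, -0.22, -0.72, -0.93 and -0.83. The falls of the muscle, collagen and oxidative phosphorylation genes were thus smaller on that comparison, and that of the molting genes was larger.

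The other lists did not pass as sets. In the spliceosome list 5 of 14 genes were higher and 6 lower, with *mog-4* at 0.92, *uaf-1* at 0.58, *hrpk-1* at -1.37 and *hrpa-2* at -0.65, and *hrpf-1* at -0.26, which misses the test with the row as a block at -0.13 and without WT rep2 at -0.22. Of 8 other splicing regulators 1 was higher and 3 lower (2 adjusted over the list alone), with *ptb-1* at 0.45, which turns under quantile normalization, and *tdp-1* (-0.44), *etr-1* (-0.31) and *tiar-1* (-0.27), whose calls end with the row as a block. Of the mitochondrial unfolded protein response 3 of 4 genes were lower, *hsp-60* (-2.40), *clpp-1* (-1.46) and *dnj-10* (-0.67), and *atfs-1* had 0.21 (adjusted p = 0.052), which is called higher over the list alone. Of the ER unfolded protein response 5 of 6 were lower, among them *hsp-3* (-1.03), *pdi-2* (-1.0), *cnx-1* (-0.52) and *hsp-4* (-0.50). Of the 33 synaptic genes 17 were higher and 3 lower (16 and 1 adjusted over the list alone), led by *nmr-2* (1.79), *ida-1* (1.22), *egl-3* (1.17) and *unc-10* (1.09). In innate immunity 10 of 17 were higher and 6 lower, with *clec-60* (3.48), *clec-61* (2.60), *clec-51* (-1.21) and *clec-234* (-1.62), the last turning with no filter on dim probes. Among detoxification enzymes 6 of 17 were higher and 5 lower, with *ugt-24* (1.92), *ugt-4* (1.24), *ugt-50* (-1.07) and *ugt-5* (-1.04).

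In lists of other tissues and states, some had members on both sides and others on 1 side. Of 11 germline and oocyte genes 3 were higher and 7 lower, with *mex-3* (1.32, which misses the test in the deposited value table at 0.42), *rme-2* (0.98), *rec-8* (-1.0) and *pgl-1* (-0.93). Of 7 sperm genes 1 was higher and 2 lower, with *spe-41* (1.66), *gsp-4* (-1.36) and *spe-48* (-0.23). Of 3 intestinal genes 2 were lower, *cpr-6* (-1.74) and *act-5* (-1.26), and *ifb-2* had -0.11 and turns under quantile normalization. Of 4 genes of the hypodermis 1 was higher and 1 lower, *elt-3* (0.50) and *elt-1* (-0.72, which turns under normexp). Of 4 pharyngeal genes 1 was higher and 2 lower, *pqn-75* (1.29), *phat-1* (-0.93) and *abu-8* (-0.61, which turns under normexp). Of 4 genes of the cell cycle 1 was higher and 3 lower, *klp-7* (0.37), *air-1* (-1.67), *air-2* (-0.94) and *mcm-6* (-0.67). Of 7 genes of developmental timing 3 were higher and 2 lower, with *daf-12* (0.65), *sea-2* (0.52), *lin-42* (-0.45) and *lin-29* (-1.1), the last turning under normexp. Of 8 genes of lipid metabolism 3 were higher and 5 lower, with *fat-6* (0.92), *elo-1* (-1.75) and *lipl-5* (-1.93). Of 3 heat shock and oxidative stress genes, *ctl-3* was higher (1.1) and *sod-1* lower (-0.76). Of 2 genes of nonsense-mediated decay 1 was higher, *smg-8* (0.53). Of 10 ribosomal protein genes 6 were higher and none lower, with *rps-24* (0.55), *rpl-7A* (0.37), *rpl-22* (0.28) and *rps-6* (0.22), but their median of 0.23 becomes 0.01 under median scaling. Gene values of *tos-1* and *act-1* were 0.15 (adjusted p = 0.057) and -0.83 (adjusted p = 1.2e-07), and *egal-1* was at -0.51 (adjusted p = 1.8e-04). The calls of *hsp-4*, *rpl-7A*, *rps-6*, *ptb-1*, *lin-42*, *spe-48*, *klp-7* and *elt-3* end under at least 1 alternative scaling, background correction or block.

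Other probe classes set beside EL probes of the same brightness lay at 0.36 (95% bootstrap interval 0.24 to 0.48) for SV probes, 0.91 (0.73 to 1.09) for outron-like numbered probes, 0.09 (0.06 to 0.15) for SL2 junctions, -0.18 (-0.20 to -0.15) for SL1 junctions and -0.33 (-0.77 to 0.27) for IC probes.

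Of the 35 splits of the samples, 1, the real one, gave as many calls for outrons relative to their junction (139, highest other 35). The same held for SV probes relative to EL probes (212, highest other 1) and outron-like probes relative to EL probes (120, highest other 3). This is the best rank that 35 splits allow, so it argues against chance but does not exclude it. The threshold of a probe class is shared with all other probes, so each class was also counted at an unadjusted p under 0.05, a test chosen after the result was seen. In both counts 1 split, the real one, was as large for EL probes (7385, highest other 0, and 7689, highest other 4796). So it was for SV probes (288, highest other 0, and 305, highest other 201) and IC probes (26, highest other 0, and 27, highest other 17). Numbered probes (1161, highest other 0, and 1192, highest other 814) were alike. Outron-like numbered probes gave 138 (highest other 0) and 141, and 140 (highest other 86) adjusted over that class alone. These ranks argue against chance without excluding it. All of these counts share the difference between the groups as a whole, so they do not test each class apart. The class medians gave an exact permutation p of 0.057 (two-sided), and the IC median an exact permutation p of 0.17. For SL2 junctions (41, highest other 0) chance cannot be excluded, since at an unadjusted p 3 of 35 splits gave as many as the real 48, up to 122 with mutant 4 and the WT samples against the other mutants. For IC regions relative to their junction the real split also gave the most calls (18). The split that sets mutant 4 and the WT samples against the other mutants gave 14, and leaving out 1 sample gave 10 to 23. Chance cannot be excluded for this count, which is not stable.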
